# CTLA-4 expression by B-1a B cells is essential for immune tolerance

**DOI:** 10.1038/s41467-020-20874-x

**Published:** 2021-01-22

**Authors:** Yang Yang, Xiao Li, Zhihai Ma, Chunlin Wang, Qunying Yang, Miranda Byrne-Steele, Rongjian Hong, Qing Min, Gao Zhou, Yong Cheng, Guang Qin, Justin V. Youngyunpipatkul, James B. Wing, Shimon Sakaguchi, Christian Toonstra, Lai-Xi Wang, Jose G. Vilches-Moure, Denong Wang, Michael P. Snyder, Ji-Yang Wang, Jian Han, Leonore A. Herzenberg

**Keywords:** Mechanisms of disease, Autoimmunity, B-1 cells

## Abstract

CTLA-4 is an important regulator of T-cell function. Here, we report that expression of this immune-regulator in mouse B-1a cells has a critical function in maintaining self-tolerance by regulating these early-developing B cells that express a repertoire enriched for auto-reactivity. Selective deletion of CTLA-4 from B cells results in mice that spontaneously develop autoantibodies, T follicular helper (Tfh) cells and germinal centers (GCs) in the spleen, and autoimmune pathology later in life. This impaired immune homeostasis results from B-1a cell dysfunction upon loss of CTLA-4. Therefore, CTLA-4-deficient B-1a cells up-regulate epigenetic and transcriptional activation programs and show increased self-replenishment. These activated cells further internalize surface IgM, differentiate into antigen-presenting cells and, when reconstituted in normal IgH-allotype congenic recipient mice, induce GCs and Tfh cells expressing a highly selected repertoire. These findings show that CTLA-4 regulation of B-1a cells is a crucial immune-regulatory mechanism.

## Abstract (web summary)

CTLA-4 is an important co-inhibitory receptor for T cells. Here, the authors show that CTLA-4 also has a function on B-1a cells, as conditional deletion results in activation of these cells and knockout mice develop an autoimmune profile.

## Introduction

B cells participate in both the immune defenses and the maintenance of immune homeostasis. In the mouse, follicular B (FOB), marginal zone B (MZB), and CD5^+^ B cells (B-1a) are the major mature B-cell subsets, which are distinguished from each other by the developmental origin, phenotype, anatomic location, and function^1–3^. B-1a cells are primarily generated during fetal development. As the earliest B cells that emerge during ontogeny, B-1a cells appear in the spleen much earlier than FOB and MZB cells. After their development ceases, B-1a cells are maintained via self-replenishment and persist in the adult animal, where they comprise a small B-cell subset in the spleen but are the dominant B-cell subset in the body cavities such as the peritoneal cavity^1–3^.

Studies have demonstrated that B-1a and conventional B cells (e.g., FOB) arise from distinctive progenitor cells that appear at different times during ontogeny^4^. Earlier transfer studies show that B-cell progenitors in fetal liver efficiently support the B-1a generation, whereas the progenitors in adult bone marrow (BM) poorly generate B-1a cells despite their robust ability to support conventional B-cell generation^3,5,6^. Later studies further elucidate distinctive gene programs that operate in the fetal versus adult BM B-cell development pathways, i.e., Lin28b^+^ Let-7^neg^ B-cell precursors give rise to B-1a cells, whereas Lin28b^neg^Let-7^+^ precursors support conventional B-cell development^7,8^. More recent studies have shown that B-1a cells are derived from the precursors around E8.5-E9.5 in the yolk sac and para-aortic splanchnopleura independent of the hematopoietic stem cells^9–11^.

In accordance with these developmental distinctions, our previous study has demonstrate that the B-1a IgH repertoire differs dramatically from the repertories expressed FOB and MZB cells^12^. That is, after the first few weeks of de novo generation, the B-1a IgH repertoire undergoes potent V(D)J selection, leading to a repertoire that is less random and more repetitive than the repertoires expressed by FOB and MZB cells, and contains the highly selected V(D)J sequences that are shared by all adult animals. In addition, as animals age, B-1a IgH repertoire accumulates variants resulting from activation-induced cytidine deaminase (AID)-mediated hypermutation and class-switching^12^. Importantly, the B-1a repertoire V(D)J selection and diversification operate comparably under the germ-free condition, ruling out the microbiota-derived antigens as the driving force for these processes^12^.

Our finding that the B-1a IgH repertoire selection processes proceed normally in germ-free mice support the notion that B-1a-cell generation reflects BCR-mediated positive selection by self-antigen(s)^12,13^. Hayakawa et al.^14^ have cemented this concept by showing that the generation of the Thy-1-specific B-1a cells and their production of anti-Thy-1 natural antibodies require Thy-1 antigen. The dependence on BCR signaling for B-1a generation is further evident in studies showing that mutations that disrupt BCR signaling result in the decrease or even elimination of B-1a cells, whereas deletion of the negative regulators of BCR signaling increases their numbers^1,2^.

The unique repertoire and the repertoire-defining mechanism underlie the antibody responses generated by B-1a cells. B-1a cells produce natural antibodies, the circulating antibodies that are secreted without stimulation by external antigens^2,15^. Intriguingly, many of these natural antibodies recognize moieties of self-antigens with low affinity and fulfill critical housekeeping functions such as clearance of cellular debris or metabolic waste^16–18^. As many of these conserved moieties are also expressed by pathogens, these pre-existing natural antibodies also provide the front line of the immune defense against the pathogen invasion^2,19–21^.

The mechanisms that enable B-1a cells to produce a wide-range of functionally important autoreactive natural antibodies, however, raise a question as to how the B-1a autoantibody production is regulated. This regulatory process must keep the risk of BCR-mediated self-antigen presentation and high-affinity autoantibody-producing GC formation to a minimum. Studies presented here identify CTLA-4 expression by B-1a cells as a critical player in this control process, and demonstrate that when B-1a cells lose CTLA-4, they become dysfunctional and are able to induce Tfh cells and GC responses.

CTLA-4 is a key T-cell checkpoint regulator. Natural occurring Foxp3^+^ regulatory T (Treg) cells constitutively express CTLA-4 and require it for their suppressive function^22,23^. After activation, non-Treg T cells also induce CTLA-4, which negatively regulates their proliferation and cytokine production^24,25^. The extreme potency of CTLA-4 in negatively regulating T-cell function has been well demonstrated in the fully CTLA-4-deficient (*Ctla4*^−/−^) mice and CTLA-4 Treg knockout mice, all of which die early from fatal lymphoproliferative autoimmunity^22,26,27^.

Here, we show the expression of CTLA-4 in B-1a cells, a B-cell subset that is derived from fetal development and express an Ig repertoire enriched for autoreactivity. Our studies also demonstrate the critical function of CTLA-4 in maintaining immune homeostasis by regulating these B cells.

## Results

### B-1a cells constitutively express CTLA-4

CTLA-4 is commonly thought to be a T-cell-specific regulator. However, we report here that *Ctla4* s also expressed by B-1a cells in the spleen and PerC of adult mice (Fig. 1a). In contrast, it is not detectable in splenic FOB, MZB, and peritoneal B-2 cells (Fig. 1a). Our findings accord well with the released microarray data in Immunological Genome Project (ImmGen) database, which additionally shows that *Ctla4* is minimally expressed in B-cell progenitors, immature B cells in BM and spleen (Supplementary Fig. 1A). We further show that CD138^+^ plasma cells (PCs), which are derived from B-1a cells and secret IgM in resting mice^15^, also express *Ctla4* (Fig. 1a).

**Fig. 1:**
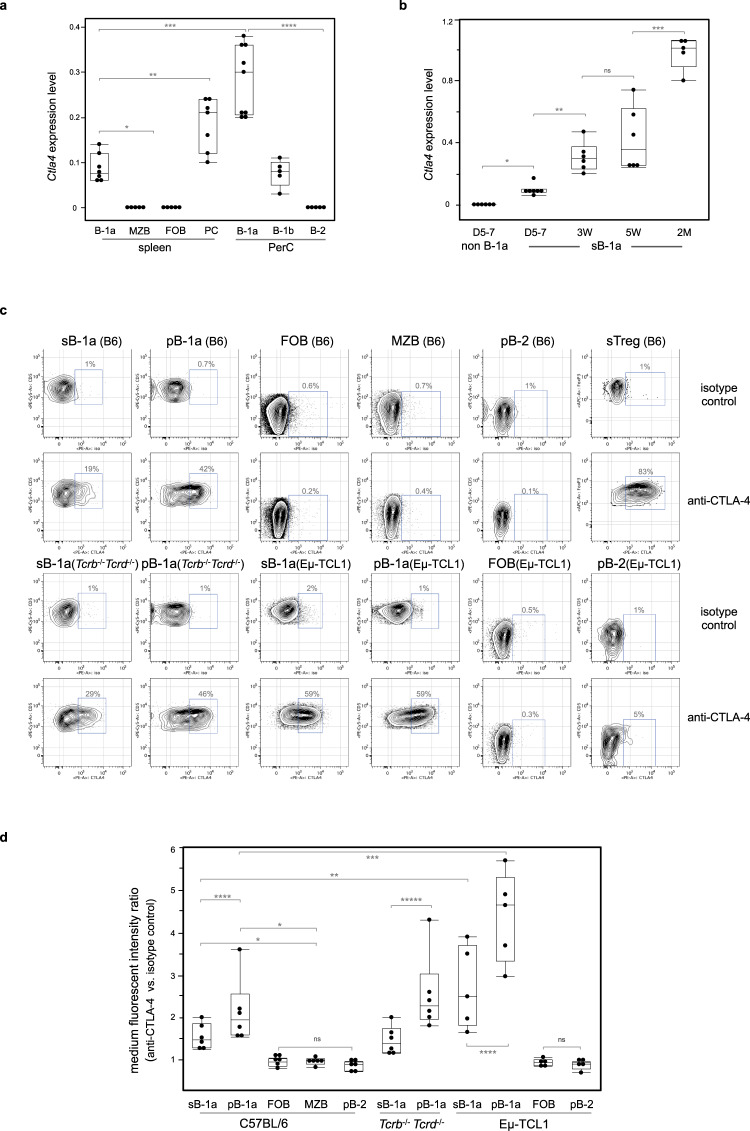
CTLA-4 is selectively expressed by B-1 cells within the resting B-cell compartment. **a** *Ctla4* expression by mature B-cell subsets in adult C57BL/6J mice (2–3 months old) was measured by qRT-PCR. B-cell subsets were phenotypically defined as: B-1a, CD19^+^ IgM^hi^ IgD^lo/−^ CD21^lo/−^ CD43^+^ CD5^+^; B-1b, CD19^+^ IgM^hi^ IgD^lo/−^ CD43^+^ CD5^neg^; MZB, CD19^+^ IgM^hi^ IgD^lo/−^ CD21^hi^ CD43^neg^ CD5^neg^; FOB and peritoneal B-2, CD19^+^ IgM^lo^ IgD^hi^ CD43^neg^ CD5^neg^; PCs, CD19^+^ IgD^neg^ CD138^+^ CD267^+^. *Ctla4* expression levels are shown as the data relative to the *Ctla4* level expressed by splenic CD3^+^ CD4^+^ CD25^+^ Treg cells (>90% Foxp3^+^) using comparative C_T_ method 2^–∆∆C^_T_. Each dot represents data for an individual mouse, *n* = 5–9 mice per subset. *p < 0.003, **p < 0.007, ***p < 0.001, ****p < 0.002. **b** *Ctla4* expression by splenic B-1a (sB-1a) and non B-1a cells in neonatal, young or adult mice was measured by qRT-PCR. D, day, W, week, M, month. FACS gating is shown in Supplementary Fig. 1B. *Ctla4* expression levels are shown as the data relative to the *Ctla4* level expressed by adult sB-1a. *n* = 5–7 mice per group, *p < 0.001, **p < 0.003, ***p < 0.006, ns, not significant (*p* < 0.5). **c** CTLA-4 expression by sB-1a, peritoneal B-1a (pB-1a), FOB, MZB, peritoneal B-2 (pB-2), and splenic Treg (sTeg) cells from indicated mice were measured by intracellular CTLA-4 FACS analysis. FACS gating is shown in Supplementary Fig. 1C. *y* axis shows surface CD5 expression for B-cell subsets and intracellular Foxp3 expression for sTreg cells, *x* axis shows data for cells stained with phycoerythrin (PE)-conjugated anti-CTLA-4 or isotype control antibodies. **d** Data summarizing independent FACS analyses (*n* = 6) is shown, each dot represents data for an individual mouse. *y* axis shows ratio of medium fluorescent intensity (MFI) values of the indicated B-cell subsets stained with PE-conjugated anti-CTLA-4 vs. isotype control antibody. *p < 0.0001, **p < 0.03, ***p < 0.01, ****p < 0.05, *****p < 0.007, ns, not significant (*p* < 0.6). Box plots in **a**, **b**, **d**: box draws 75% (upper), 50% (center line), and 25% (down) quartile, the maxima and minima outliers are shown as top and bottom line, respectively. Statistical significance was tested using nonparametric Wilcoxon one-way test.

B-1a cells emerge during fetal development. They are readily detectable in neonatal spleen, whereas FOB and MZB cells have not yet been generated at this age (Supplementary Fig. 1B). By monitoring the splenic B-1a cells from neonatal life to adults, we found that B-1a *Ctla4* expression gradually increases during early ontogeny. Thus, it is detectable, albeit at very low levels, in splenic B-1a cells from day 5–7 neonates and gradually increases until adult life (at least 2 months) (Fig. 1b).

Intracellular fluorescence-activated cell sorting (FACS) analyses demonstrate that CTLA-4 is expressed by both splenic and peritoneal B-1a cells, albeit at levels that are lower than that expressed by Foxp3^+^ Treg cells (Fig. 1c, d). Consistent with the *Ctla4* gene expression data, CTLA-4 expression level in splenic B-1a is lower than the level of their peritoneal counterpart (Fig. 1c, d). In contrast, CTLA-4 is not detected by splenic FOB, MZB and peritoneal B-2 cells (Fig. 1c, d). Constitutive CTLA-4 expression is also readily detected in splenic and peritoneal B-1a cells of T-cell-deficient (*Tcrb*^−/−^ *Tcrd*^−/−^) mice (Fig. 1c, d), excluding the idea that B-1a cells acquire CTLA-4 from the CTLA-4-expressing T cells.

CTLA-4 expression has been reported for human CD5^+^ B chronic lymphocytic leukemia (B-CLL)^28,29^. Consistent with these findings, we detect an increased CTLA-4 expression by both splenic and peritoneal B-1a cells in Eμ-TCL1 transgenic mice (Fig. 1c, d), a mouse B-CLL model, in which B-1a cells develop into CLL-like tumors^30–32^. Importantly, despite the increased CTLA-4 expression in B-1a cells from Eμ-TCL1 mice, CTLA-4 is still undetectable in FOB and peritoneal B-2 cells of these mice (Fig. 1c, d). Collectively, these findings demonstrate that, like CD5 expression, CTLA-4 expression selectively marks B-1a cells within the resting B-cell compartment.

CTLA-4 binds its B7 ligands (CD80 and CD86) with high affinity and avidity^33^. These ligands are largely expressed on antigen-presenting cells (APCs)^33^. We show that both splenic and peritoneal B-1a cells express CD80 and CD86 (Supplementary Fig. 1D, E). Notably, CD80, which has the strongest affinity with CTLA-4^33^, is expressed at a much higher level on B-1a cells than the levels expressed on FOB, MZB, and splenic CD11c^+^ dendritic cells (DCs) (Supplementary Fig. 1D, E). Therefore, although B-1a cells express low levels of CTLA-4, their co-expression of the high levels of B7 ligands, particular CD80, suggest that CTLA-4 expressed by B-1a cells may uniquely have greater access to its ligands.

### B-1a cells have increased activation in CTLA-4 B-cell CKO mice

To study the function of CTLA-4 on B-1a cells, we selectively deplete CTLA-4 from B cells by generating the CTLA-4 B-cell conditional knockout (CKO) mice (*Ctla4*^fl/fl^ *Cd19*^Cre/+^)^22,34^. In these CKO mice, T-cell subsets such as Treg cells express the floxed *Ctla4* genotype, whereas B-1a cells have already lost *Ctla4* owing to Cre-mediated recombination (Supplementary Fig. 2A). As a result, CTLA-4 expression is lost in B-1a cells but remains normal in Treg cells of these animals (Supplementary Fig. 2B, C).

Bromodeoxyuridine (BrdU)-incorporation studies demonstrate that B-1a cell self-replenishment in CKO mice is increased. Both splenic and peritoneal B-1a cells in CKO mice incorporate more BrdU (BrdU^+^) than their control counterparts (*Ctla4*^+/+^ *Cd19*^Cre/+^) (Fig. 2a). As a result, the B-1a compartment is expanded in CKO mice (Supplementary Fig. 2D). Notably, in each individual animal, splenic B-1a cells always contain a much higher proportion of BrdU^+^ cells than peritoneal B-1a cells (Fig. 2a), supporting the idea that spleen is the principal site where B-1a cells undergo self-replenishment^12,35,36^.

**Fig. 2:**
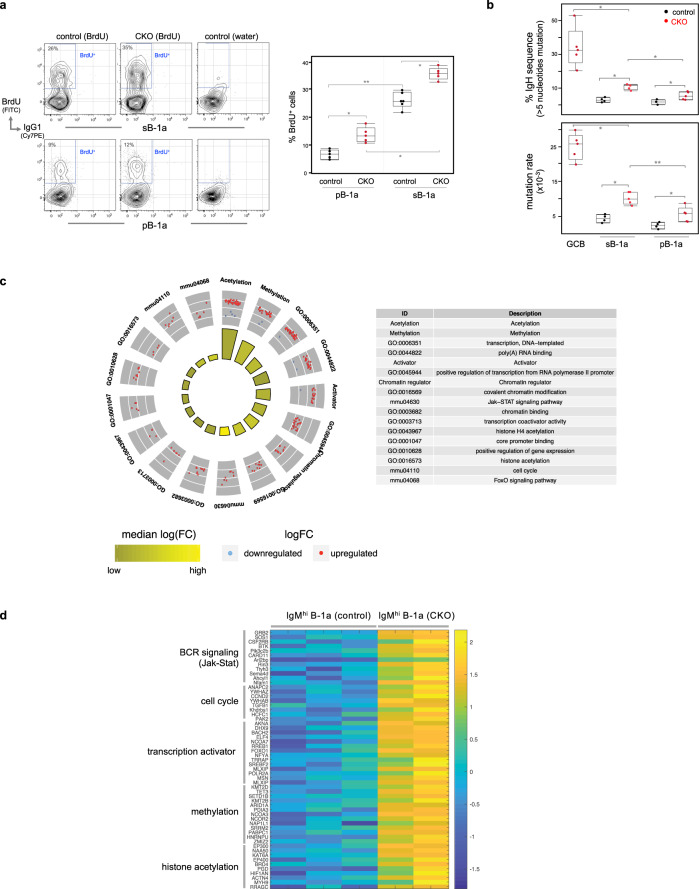
B-1a cells in CKO mice show increased self-replenishment and upregulate activation gene programs. **a** Control or CKO mice were fed with BrdU-containing water for 6 days and BrdU incorporation (BrdU^+^) by splenic and peritoneal B-1a cells in these mice was measured by FACS analysis. B-1a cells were gated as CD19^+^ IgM^hi^ IgD^lo/neg^ CD21^lo/neg^ CD43^+^ CD5^+^. Data summarizing the percentages of BrdU^+^ cells in sB-1a or pB-1a cells for five independent experiments is shown. Each dot represents data for an individual mouse. *p < 0.01, **p < 0.006, nonparametric Wilcoxon one-way test. **b** sB-1a, pB-1a, and GC B (CD19^+^ CD95^+^ CD38^neg^) cells in control or CKO mice were sorted and then sequenced to obtain their IgH transcripts. The percentages of IgH transcripts containing >5 nucleotide changes and the mutation rate for each population are shown, *n* = 4–5 biologically independent samples per subset, each sample was from an individual mouse, *p < 0.01, **p < 0.02, nonparametric Wilcoxon one-way test. **c** Circular visualization graph shows the selected GO terms for differentially expressed genes between splenic B-1a cells in control and CKO mice. Each dot in the outer circle represents an individual upregulated (red) or downregulated (blue) gene. Genes of the same functional term are grouped together and the detail of each group is shown in the right table. The colored bars in the inner circle summarize the median folds change of the genes sharing the same functional term. **d** Heat-map shows the expression levels of listed genes measured by RNA-seq. Each row represents data of an individual gene. Genes with the same functional terms are grouped together. Each column represents data for an individual splenic IgM^hi^ B-1a cell sample from control or CKO mice. All mice are 2–3 months old. Box plots in **a**, **b**: box draws 75% (upper), 50% (center line) and 25% (down) quartile, the maxima and minima outliers are shown as top and bottom line, respectively.

CTLA-4-deficient B-1a cells in CKO mice also upregulate surface expression of the major histocompatibility class II (MHC II) and the signaling lymphocytic activation molecule (SLAM), a marker expressed at a high level in GC B cells (Supplementary Fig. 2E). Consistent with this increased activation, the B-1a IgH repertoire of CKO mice contains higher levels of somatic hypermutation (SHM) in IgV_H_ than their control counterparts (Fig. 2b).

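RNA was sequenced from sorted splenic IgM hi B-1a cells of control mice (3 libraries) and of CKO mice (2 libraries). The authors removed ribosomal RNA before making cDNA, aligned the reads to the mouse genome (mm9) with TopHat2 and counted reads per gene with HTSeq. They then divided the counts of each library by 1 DESeq2 size factor. The deposited table gives these normalized counts for 10783 genes in 8 libraries, the 3 others being IgM neg B-1a cells of CKO mice. Every value was a whole multiple of a fixed step of its library, within 0.01 read, so the number of reads behind each value could be recovered. Reads in genes were 2514224, 1404660 and 10289686 in control libraries 1, 2 and 3, and 6626127 and 7952315 in CKO IgM hi libraries 2 and 3. The ribosomal RNA precursor Rn45s took 17.3%, 25.1% and 4.62% of these reads in the controls, and 9.04% and 11.6% in the CKO libraries. *Ctla4*, the gene deleted in B cells of CKO mice, lies on chromosome 1, 60943844 to 60972676 of mm9. It had 19, 9 and 174 reads in control libraries 1, 2 and 3, and 48 and 45 reads in CKO libraries 2 and 3. As normalized counts these were 54 ± 19.7 (SD, n = 3) in control and 32.4 ± 5.47 (SD, n = 2) in CKO IgM hi B-1a cells. The log2 fold change of -0.68 (standard error 0.40, adjusted p = 0.633) did not pass the test. The count sums reads over the whole gene, within and outside the floxed part, so it does not check the genotype of a library. Groups were compared with limma on log2 of the normalized count plus 1, in 1 fit of all 8 libraries with a trend of the variance on the mean. The 10627 genes with at least 10 normalized counts in at least 2 libraries were tested, with p adjusted by Benjamini-Hochberg.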

The increased B-1a turnover and activation in CKO mice is owing to that CTLA-4-deficient B-1a cells upregulate epigenetic and transcriptional activation programs. 

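The genes that differed between IgM hi B-1a cells of CKO and control mice include *Arl2bp*, which encodes a binding partner of the small GTPase ARL2, and *Rin3*, which encodes an activator of RAB5 GTPases in early endocytosis. *Msn* encodes moesin, which ties the plasma membrane to actin, and *Actn4* encodes an actin crosslinker. *Ncoa7* encodes a nuclear receptor coactivator. *Arl2bp* (chromosome 8, 97190550 to 97198327) had 241 ± 23.2 (SD, n = 2) normalized counts in CKO and 44.8 ± 5.76 (SD, n = 3) in control B-1a cells, a log2 fold change of 2.41 (standard error 0.22, adjusted p = 5.09e-05). *Rin3* rose by 0.93 (standard error 0.15, adjusted p = 0.011) on the log2 scale. The log2 fold change of *Msn* was 0.94 (adjusted p = 0.0199), that of *Actn4* 1.08 (adjusted p = 0.0386) and that of *Ncoa7* 1.18 (adjusted p = 0.0359). In all, 19 of 10627 genes passed an adjusted p under 0.05 and 10608 did not. The number was 9 without control library 1, 6 without control library 2, 30 without control library 3, 6 without CKO IgM hi library 2 and 3 without CKO IgM hi library 3. On the recovered reads, DESeq2 called 120 genes in a fit of all 8 libraries and 162 in a fit of these 2 groups.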

RNA-seq analysis show that among 10^4^ detected transcripts, ~130 genes are differentially expressed by B-1a cells from CKO mice vs. B-1a cells from controls. About 90% of these genes are upregulated in CTLA-4-deficient B-1a cells. 

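Of the 19 genes, 15 (78.95%) rose and 4 fell in CKO IgM hi B-1a cells. The genes that fell were *Ctps2*, which encodes a CTP synthase, *Sfi1*, which encodes a centrosome protein, *Dnah8*, which encodes an axonemal dynein heavy chain, and *Glo1*, which encodes the glyoxalase that clears methylglyoxal. *Sfi1* had 371 ± 74.3 (SD, n = 2) normalized counts in CKO and 1000.1 ± 106 (SD, n = 3) in control B-1a cells, a log2 fold change of -1.44 (standard error 0.19, adjusted p = 0.00203). The log2 fold change of *Ctps2* was -1.96 (adjusted p = 0.011), that of *Dnah8* -1.28 (adjusted p = 0.0107) and that of *Glo1* -1.07 (adjusted p = 0.0107). *Dnah8* and *Glo1* lie within 1 Mb of each other on chromosome 17. *C130026I21Rik*, on chromosome 1, was among the genes that rose, with a log2 fold change of 1.53 (adjusted p = 0.000607). The 4 genes that fell, *Arl2bp* and *C130026I21Rik* were also called with both CKO sorts taken together against control. Control and CKO mice were bred separately. For these genes an effect of the deletion was therefore not told apart from variants between the parental genomes. At an unadjusted p under 0.05, 745 genes were higher and 277 lower. With quantile normalization, 7 genes rose and 4 fell. Scaling by the total count of each library, under which the median log2 fold change of all genes was 0.14, gave 18 and 2.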

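*Tet3* encodes an enzyme that oxidizes methylcytosine, *Kmt2d*, *Kmt2b* and *Setd1b* encode histone H3 lysine methyltransferases, and *Ep300* and *Kat6a* encode histone acetyltransferases. *Ep400* encodes the ATPase of an acetyltransferase complex. Each of these 7 genes had a higher mean in CKO than in control IgM hi B-1a cells, as the plot of their normalized counts by library shows. *Tet3* (chromosome 6 of mm9, 83312367 to 83391672) had 578 ± 42.2 (SD, n = 2) normalized counts in CKO and 268 ± 37.5 (SD, n = 3) in control B-1a cells. Its log2 fold change was 1.12 (standard error 0.17, adjusted p = 0.0107), and it alone of the 7 passed over all genes tested. *Kmt2d* went from 835 ± 146 to 1769.7 ± 429 normalized counts, a log2 fold change of 1.07 (standard error 0.21, adjusted p = 0.056). The 5 others had log2 fold changes from 0.66 for *Kat6a* to 1.08 for *Setd1b*, with adjusted p from 0.0772 for *Kmt2b* to 0.18 for *Setd1b*. Adjusted over the list alone, 7 of the 7 passed, which is not independent evidence since the study chose these genes on these libraries. A wider list of 63 genes for enzymes and readers of activating chromatin marks holds the same 7. Of these 63 genes, 1 rose, none fell and 62 did not pass, against 20 higher and none lower when adjusted over the list alone. The median log2 fold change of the list was 0.33. By camera, a test of a list against all other genes with the correlation between genes preset to 0.01, the list was higher with adjusted p = 7.33e-13. It had adjusted p = 0.431 with an estimated correlation, and 2.06e-15 to 0.431 over all settings tried. Across 10339 genes, the log2 fold change rose with the exon length of the gene (Spearman's rho 0.30, genes not being independent replicates), and the median exon length of the list is 7501 bases. With the trend on length and GC content removed, the median of the list was 0.14 (camera, adjusted p = 2.58e-05) and none of its genes passed. DESeq2 on the recovered reads called 7 of the 7 genes and edgeR called 2. *Tet3* did not pass without control library 2 (adjusted p = 0.0514), CKO library 2 (0.0737) or CKO library 3 (0.394), within 2.78e-05 to 0.838 over all settings.

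**Figure D1:**
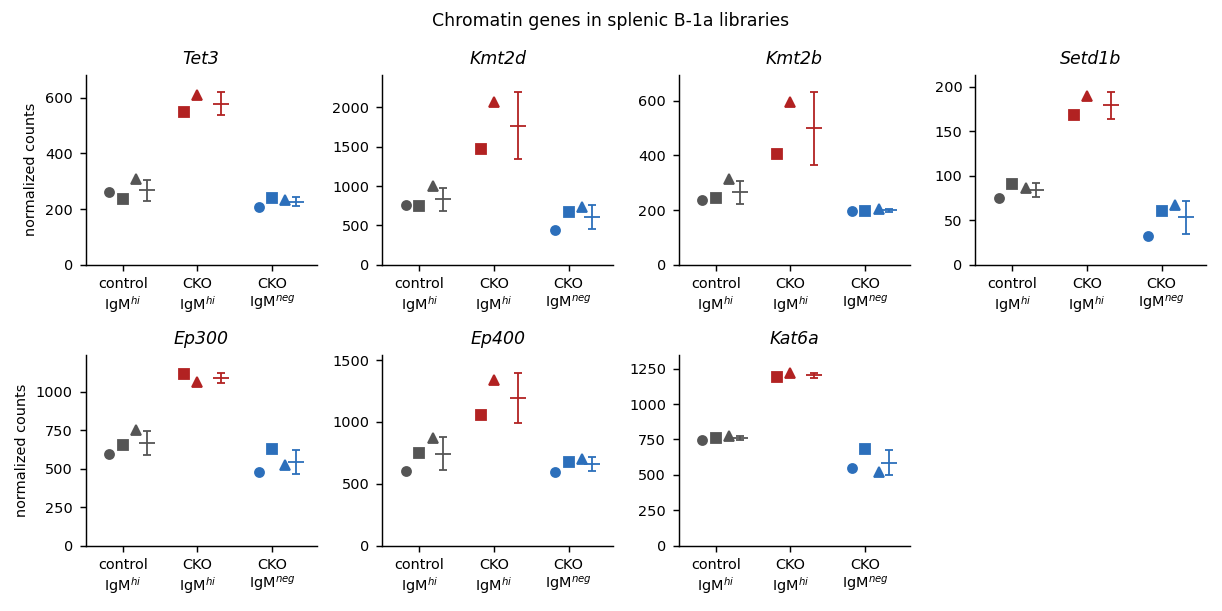
Normalized counts of 7 chromatin genes (vertical axes) in control IgM hi, CKO IgM hi and CKO IgM neg B-1a cells, with 1 point per library, the marker shape giving the replicate number, and bars for the mean and SD. *Tet3* averages 268, 578 and 226 in the 3 groups.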

Strikingly, the most significantly upregulated transcripts are enriched for genes participating in chromatin methylation and acetylation including *Tet3*, which catalyzes the DNA cytosine demethylation; *Kmt2d*, *Kmt2b*, and *Setd1b*, which catalyze histone H3 Lys-4 methylation; and, *Ep300, Ep400, Kat6a*, and *Brd4*, which catalyze histone acetylation (Fig. 2c, d, Supplementary Fig. 2F), all being the epigenetic tags for transcriptional activation.

Coinciding with this epigenetic activation, genes of transcription activator, PI3K/Jak-Stat BCR signaling pathways, and cell cycle pathways are upregulated in CTLA-4-deficient B-1a cells (Fig. 2c, d). In particular, cell cycle component Cyclin D2 gene, i.e., *Ccnd*2, which has been shown to be essential for B-1a generation^37^, is substantially elevated (Fig. 2d). 

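*Polr2a* encodes the catalytic subunit of RNA polymerase II. *Foxo1* encodes a transcription factor held in check by PI3K and AKT, and *Grb2* encodes an adaptor that links receptors to RAS. *Polr2a* rose from 546 ± 52 to 1278 ± 497 normalized counts, a log2 fold change of 1.17 (standard error 0.22, adjusted p = 0.0441). *Foxo1* rose by 1.11 (standard error 0.21, adjusted p = 0.0386) and *Grb2* by 1.01 (standard error 0.18, adjusted p = 0.0298) on the log2 scale. Of 54 genes for RNA polymerase II, Mediator and elongation factors, *Polr2a* rose, none fell and 53 did not pass (1 higher and none lower when adjusted over the list alone). The median log2 fold change of these 54 genes was 0.03 (camera, adjusted p = 0.161). Among 74 genes of BCR and PI3K signaling, *Foxo1* and *Grb2* rose, none fell and 72 did not pass (9 higher when adjusted over the list alone). This list had a median of 0.08 (camera, adjusted p = 0.00314), but adjusted p = 0.617 with an estimated correlation and 0.000362 to 0.617 over the settings tried. With the trend on length and GC content removed, its median was -0.01 (camera, adjusted p = 0.192). Of 47 genes of JAK-STAT signaling, *Grb2* and the cyclin gene *Ccnd2* rose, none fell and 45 did not pass (6 higher when adjusted over the list alone). The JAK-STAT median was 0.17 (camera, adjusted p = 0.00201), and adjusted p = 0.431 with an estimated correlation (0.000199 to 0.431 over the settings). Without the length and GC trend it was 0.03 (SD over genes 0.64, camera, adjusted p = 0.0188). In the 25 genes of the G1 phase, *Ccnd2* rose and 24 did not pass (1 when adjusted over the list alone), with a median of 0.08 (camera, adjusted p = 0.335). For 60 genes of S phase, G2 and mitosis, limma called none over all genes or when adjusted over the list alone, with 3 higher and 0 lower at an unadjusted p under 0.05 and 0 called by DESeq2, edgeR or voom. By library, their median log2 deviation from the mean of 8 libraries was -0.325, -0.13 and 0.15 in control libraries 1, 2 and 3. It was 0.06 and 0.28 in CKO libraries 2 and 3, so the 2 groups overlap. The median log2 fold change of these 60 genes was 0.32, with 54 positive and 6 negative (camera, adjusted p = 0.000176). They had adjusted p = 0.705 with an estimated correlation, 0.0524 without CKO library 3 and 3.27e-08 to 0.705 over all settings. *Polr2a*, *Foxo1* and *Grb2* did not pass in several settings, with adjusted p from 2.16e-05 to 1, 0.00286 to 1 and 6.48e-06 to 0.771 over the settings, the highest for *Polr2a* without CKO library 3 and for the 2 others without control libraries 1 and 2.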

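*Ccnd2* encodes cyclin D2, which binds CDK4 and CDK6 and drives cells through the G1 phase. The gene lies on chromosome 6, 127075797 to 127101066 of mm9. Control libraries 1, 2 and 3 had 516, 627 and 545 normalized counts of *Ccnd2*, and CKO IgM hi libraries 2 and 3 had 1289 and 2066. The log2 fold change was 1.54 (standard error 0.19, adjusted p = 0.00186). With DESeq2 on the recovered reads of all 8 libraries the adjusted p was 9.29e-11. *Ccnd2* did not pass without CKO library 3 (adjusted p = 0.122), and its adjusted p ranged from 1.43e-11 to 0.344 over the settings, the highest being limma without the trend.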

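Beside the chromatin and signaling genes, the genes of protein synthesis and respiration, with products that form the ribosome and the respiratory chain, were tested as well. *Rplp0*, a ribosomal stalk protein gene, had 21478 ± 378 (SD, n = 2) normalized counts in CKO and 23339.7 ± 2775 (SD, n = 3) in control cells, a log2 fold change of -0.11 (adjusted p = 0.92). Of 76 ribosomal protein genes, limma called none, with 0 higher and 1 lower at an unadjusted p under 0.05 and 0 called by DESeq2, edgeR or voom. Their median log2 fold change was -0.22 (camera, adjusted p = 5.16e-08), and adjusted p = 0.728 with an estimated correlation (5.03e-19 to 0.728 over the settings). For 76 genes of oxidative phosphorylation the median was -0.19 (camera, adjusted p = 2.86e-06), with none called, adjusted p = 0.705 with an estimated correlation and 3.23e-11 to 0.705 over the settings. With control libraries 1 and 2 left out, adjusted p was 0.11 for the ribosomal and 0.541 for the respiratory list, and control library 3, with medians of -0.21 and -0.20, lay within the range of the CKO libraries in both. The ribosomal median was -0.09 with quantile normalization (camera, adjusted p = 0.00596) and -0.08 with total scaling (camera, adjusted p = 2.67e-07). The respiratory median was -0.05 with total scaling (camera, adjusted p = 0.000135). The median of all genes was 0.14 with total scaling, so both lists still lay below it. Of 49 genes of repressive chromatin marks, limma called none, 2 were higher when adjusted over the list alone, 15 were higher and none lower at an unadjusted p under 0.05, and 2 were called by DESeq2 and 1 by edgeR. The median of this list was 0.23 (camera, adjusted p = 0.00059), and adjusted p = 0.431 with an estimated correlation (7.54e-05 to 0.431 over the settings), and with the trend on length and GC content removed it was 0.07 (SD over genes 0.38, camera, adjusted p = 0.0442). The median exon length is 1434 bases in the ribosomal list, 1322 in the respiratory list and 5267 in the list of repressive marks. The paper reasons that the chromatin genes lay down tags for transcriptional activation, that the transcription, signaling and cell cycle genes are raised along with them, and that CTLA-4 would hold both in check.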

Based on these findings, we conclude that CTLA-4 functions to constrain B-1a cell activation and this negative regulation is mediated by epigenetic and transcriptional reprogramming.

### Tfh cells and GCs spontaneously arise in spleens of CTLA-4 CKO mice

Concurrent with the B-1a cell activation in CKO mice, GC responses spontaneously arise in the spleen. Thus, IgM^neg^ IgD^neg^ B cells are drastically increased (Fig. 3a, Supplementary Fig. 3A) and over 60% of these cells express hallmarks of GC B cells, i.e., they proliferate (Ki67^+^), turn off CD38, and upregulate CD95, PNA-glycan, GL7, Bcl6, and AID (Supplementary Fig. 3B, C). Further, a substantial proportion of IgM^neg^ IgD^neg^ B cells express surface IgG1 and hence have undergone class-switching (Fig. 3a). IgH sequencing of GC B cells (CD95^+^ CD38^neg^) confirms high levels of SHM. About 40% of IgH transcripts contain more than five substituted nucleotides within the V_H_ region spanning from the complementarity determining region 2 (CDR2) to CDR3. This translates to a SHM rate of ~25 per 10^3^ base pair (Fig. 2b).

**Fig. 3:**
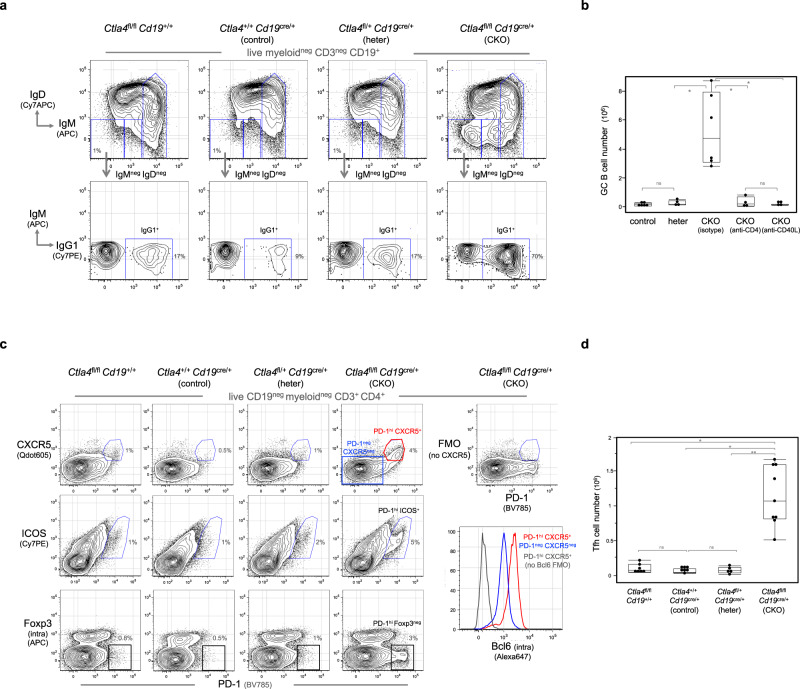
T-dependent GC responses and Tfh cells arise spontaneously in spleens of CKO mice. **a** Spleen cells from indicated mice were analyzed by FACS. Live myeloid^neg^ CD3^neg^ CD19^+^ splenic B cells were gated to show IgM^neg^ IgD^neg^ B cells, which were further gated to reveal IgG1^+^ cells. **b** Data summarizing the numbers of GC B cells (CD19^+^ CD38^neg^ CD95^+^) in spleens of control, heterozygous and CKO mice treated with indicated antibodies is shown. Each dot represents data for an individual mouse, *n* = 4–6 mice per mouse group. *p < 0.01, ns, not significant (*p* < 0.1), nonparametric Wilcoxon one-way test. **c** Live myeloid^neg^ CD19^neg^ CD3^+^ CD4^+^ splenic T cells from indicated mice were gated to show PD-1, CXCR5, ICOS, and intracellular Foxp3 expression. Fluorescent minus one (FMO) staining, in which the fluorescent anti-CXCR5 antibody was omitted from the staining cocktail, is used to define CXCR5-expressing cells. FACS histogram on the right shows the intracellular Bcl6 expression by Tfh (PD-1^hi^ CXCR5^+^, red line) and non-Tfh cells (PD-1^neg^ CXCR5^neg^, blue line) in CKO mice. **d** Data summarizing numbers of Tfh cells (CD3^+^ CD4^+^ PD-1^hi^ CXCR5^+^) in spleens of each mouse group is shown, *n* = 5–9 mice per mouse group, *p < 0.001, **p < 0.003, ns, not significant (*p* < 0.1), All mice are 2–3 months old. Box plots in **c**, **b**: box draws 75% (upper), 50% (center line), and 25% (down) quartile, the maxima and minima outliers are shown as top and bottom line, respectively.

Depleting CD4 T cells or blocking CD40 signaling prevents GC formation in CKO mice (Fig. 3b), indicating that akin to the GC responses induced by foreign antigens, the spontaneous GC responses depend on CD4 T-cell and CD40 signaling. Consistent with this conclusion, CD4 Tfh cells (PD-1^hi^ CXCR5^+^ ICOS^+^ Foxp3^neg^ Bcl6^+^), the T effector cells that play crucial roles in the T-dependent GC responses^38–41^, spontaneously arise in spleens of CKO mice (Fig. 3c, d).

Notably, Tfh cells that arise in the spleen of CKO mice are barely detectable in the lymph node (LN) of these mice (Supplementary Fig. 3D). Consistently, LN contains fewer GC B cells than spleen (Supplementary Fig. 3E). These findings indicate that spleen is the main lymphoid organ that supports the generation of the Tfh cells and GC responses in CKO mice.

### CTLA-4 CKO mice generate autoantibodies and late-onset autoimmunity

GC responses in CKO mice are detectable in spleens ~6 weeks after birth and are sustained thereafter (Supplementary Fig. 4A). As a result, numbers of class-switched B cells and the levels of serum IgG and IgE rise progressively as animals age (Supplementary Fig. 3A, Fig. 4a). Importantly, sera from CKO mice contain IgG and IgE autoantibodies reactive with double-strand DNA (dsDNA), nuclear antigen, and rheumatoid factor (RF) (Fig. 4b, c, Supplementary Fig. 4B). These antibodies increase with age but are minimally detectable in age-matched control mice (Fig. 4b, c, Supplementary Fig. 4B).

**Fig. 4:**
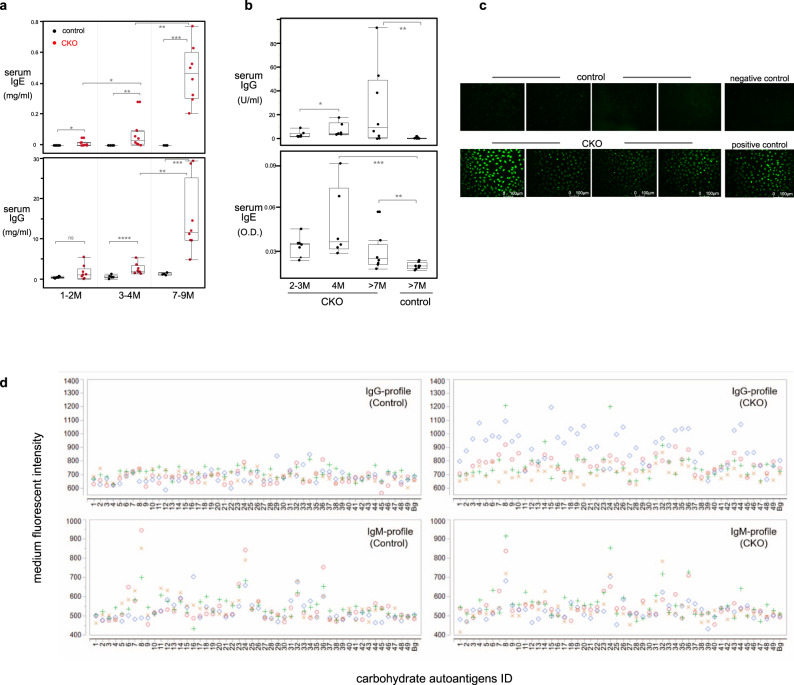
CKO mouse serum contains autoantibodies to dsDNA, nuclear antigen, and glycan autoantigens. **a** IgG and IgE levels in serum of age-indicated control or CKO mice were measured by Elisa, *n* = 6–8 mice per mouse group, *p < 0.03, **p < 0.001, ***p < 0.006, ****p < 0.002, ns, not significant (*p* < 0.2), nonparametric Wilcoxon one-way test. **b** Anti-dsDNA IgG and IgE levels in serum of age-indicated CKO and control mice were measured by Elisa, *n* = 5–8 mice per mouse group, *p < 0.05, **p < 0.03, ***p < 0.02, nonparametric Wilcoxon one-way test. **c** Anti-nuclear antigen (ANA) autoantibody in serum of CKO or control mice (7–14 months old) was tested, *n* = 8 mice per mouse group. Representative data for four mice from each group are shown. None (0/8) of the control mice and 5/8 of CKO mice show positive for ANA. **d** Anti-glycan IgG and IgM autoantibodies in serum of control or CKO mice were measured by carbohydrate microarray assay. Overlay plots of anti-glycan autoantibody IgG (upper) and IgM (lower) profiles of serum from four control or CKO mice (>7-month-old) are shown. Each symbol represents data of IgG or IgM reacting to an individual glycan antigen for an individual mouse serum. *y*-axis: the mean values of triplicate microspot detections of individual sera sample for each antigen, *x*-axis: corresponding ID of glycan antigens. Oligo-mannoses (#8–34), asialo- and aglacto-glycans(#3–6), *O*-glycan core-based autoantigens (#43–44), Man1Gn2Asn (#8), Man9Gn2Asn (#24), Glc1Man9 (#32), GlcNAc-RB (#36). Information of each glycan antigen is shown in Supplementary Table 6. The mean values of background microspots (Bg) of each staining are shown in the rightmost of *X* axis in each graph. Box plots in **a**, **b**: box draws 75% (upper), 50% (center line), and 25% (down) quartile, the maxima and minima outliers are shown as top and bottom line, respectively.

Furthermore, similar to the normal mice, sera from control mice rarely contain IgG anti-glycan autoantibodies (Fig. 4d). In contrast, sera from CKO mice have autoreactive IgG reacting with *N*-glycans, e.g., oligo-mannoses, asialo- and aglacto-glycans, and *O*-glycan core-based autoantigens (Fig. 4d). Expressed on the surface of apoptotic cells, these glycan moieties may serve as targets for natural antibodies. Consistent with this notion, both control and CKO mouse sera contain natural IgM that reacts with these glycan autoantigens, such as Man1Gn2Asn, Man9Gn2Asn, Glc1Man9, and GlcNAc-RB (Fig. 4d). In essence, although sera of control and CKO mice show similar natural IgM anti-glycan profiles, their IgG profiles differ in that only the sera from CKO mice contain autoreactive IgG to these glycans.

Differing from fully CTLA-4-deficient (*Ctla4*^−/−^) and CTLA-4 Treg knockout mice, which all die at an earlier age, CTLA-4 B-cell CKO mice live much longer (over 1 year) and do not manifest notable pathologies until they are older than 7 months of age, e.g., some of these older CKO mice develop pruritic and other immune pathologies (Supplementary Fig. 4C). Microscopic analysis of three such mice reveals skin pathology that includes accumulation of dense eosinophilic matrix (sometimes resembling amyloid; Supplementary Fig. 4D). In addition, some mice have varying degrees of dermal and intra-epidermal clefting and ulceration, a feature shared with some human autoimmune disorders (e.g., pemphigus family) (Supplementary Fig. 4D). Finally, some of these mice have inflammatory infiltration (neutrophilic and/or lymphocytic) in various organs including the small intestine (2/3), ears (1/3), and liver (1/3), (Supplementary Fig. 4E).

### Activated CTLA-4-deficient B-1a cells differentiate into APCs

Like IgM^neg^ IgD^neg^ B cells, IgM^int^ IgD^neg^ B cells also increase in spleens of CTLA-4 B-cell CKO mice. Surprisingly, both populations contain a B-1a subset (CD5^+^ CD43^+^ B220^lo^) (Fig. 5a). Thus, differing from the typical B-1a cells that express high levels of surface IgM (IgM^hi^), these two B-1a subsets detected in CKO mice express intermediate (IgM^int^) to undetectable surface IgM (IgM^neg^). Importantly, in spite of being surface IgM negative, IgM^neg^ B-1a cells express the intracellular IgM and the expression levels are much lower than the intracellular levels of IgM-secreting cell (Fig. 5a). This suggests that the intracellular IgM detected in the IgM^neg^ B-1a cells are derived from the internalized surface IgM, rather than from the secreted intracellular IgM.

**Fig. 5:**
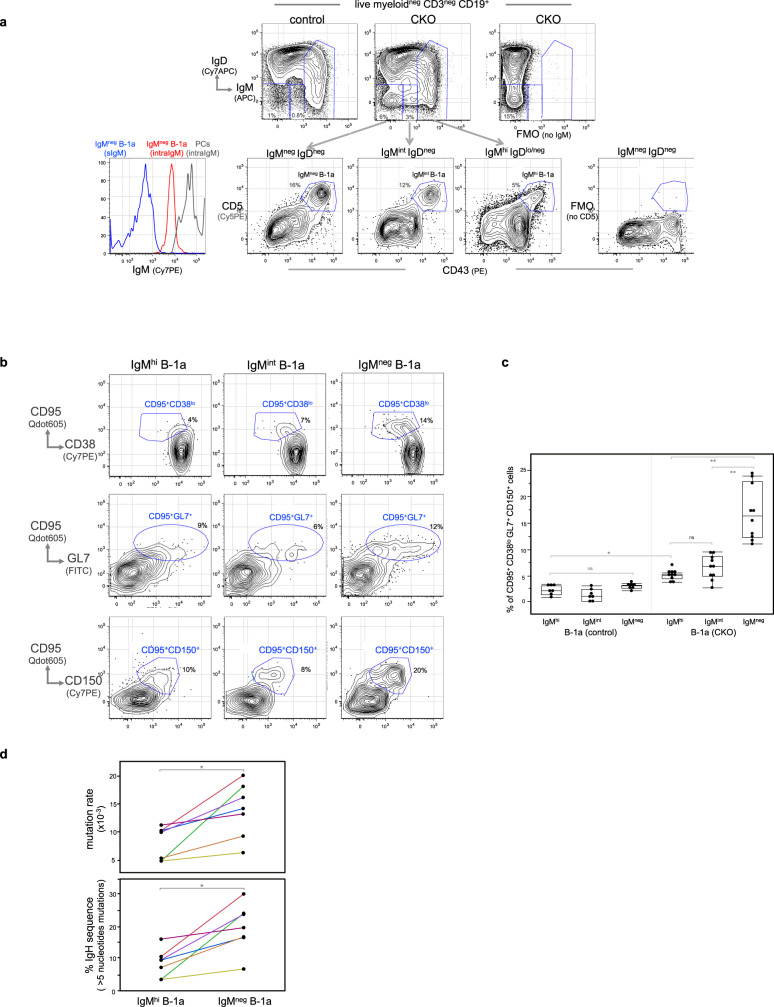
IgM^hi^ B-1a cells in CKO mice internalize surface IgM and start expressing the pre-GC APC phenotype. **a** Live myeloid^neg^ CD3^neg^ CD19^+^ splenic B cells in control or CKO mice were gated to show IgM and IgD expression. IgM^hi^ IgD^lo/neg^, IgM^int^ IgD^neg^, and IgM^neg^ IgD^neg^ B cells in CKO mice were gated to reveal IgM^hi^, IgM^int^, and IgM^neg^ B-1a cells, based on CD5 and CD43 expression. Two FMO stainings were used to define IgM and CD5 positive cells. FACS histogram on the left shows the intracellular IgM level in IgM^neg^ B-1a cells (red line) and IgM-secreting PCs (IgD^neg^ CD138^+^) (gray line). Blue line shows the surface IgM staining level in IgM^neg^ B-1a cells that were stained with anti-IgM antibody before fixation and permibilization. **b** FACS plots shows cells expressing the differentiated CD95^+^ CD38^lo^ GL7^+^ CD150^+^ phenotype in IgM^hi^, IgM^int^, and IgM^neg^ B-1a cells from CKO mice. **c** Data summarizing the percentage of CD95^+^ CD38^lo^ GL7^+^ CD150^+^ cells in IgM^hi^, IgM^int^ and IgM^neg^ B-1a cells from control and CKO mice is shown. Each dot represents data for an individual mouse, *n* = 7–10 mice per subset, *p < 0.001, **p < 0.002, ns, not significant (*p* < 0.2), nonparametric Wilcoxon one-way test. **d** IgM^hi^ B-1a and IgM^neg^ B-1a cells from CKO mouse were sorted and then sequenced to obtain their IgH transcripts. Data summarizing the frequencies of IgH sequences containing >5 nucleotide changes and the mutation rate of each sample is shown, *n* = 7 samples per group with each sample from an individual mouse. Data for IgM^hi^ B-1a and IgM^neg^ B-1a cells from the same mouse are connected. *p < 0.001, nonparametric Wilcoxon one-way test. All mice are 2 months old. Box plots in **c**, **d**: box draws 75% (upper), 50% (center line), and 25% (down) quartile, the maxima and minima outliers are shown as top and bottom line, respectively.

Importantly, over 15% of these IgM^neg^ B-1a cells express a differentiated phenotype, i.e., CD95^+^ CD38^lo^ GL7^+^ CD150^+^ (Fig. 5b, c). In contrast, these differentiated cells are barely detected in control mice (Supplementary Fig. 5A, Fig. 5c). Coinciding with this differentiation, the CD95^+^ CD38^lo^ GL7^+^ CD150^+^ IgM^neg^ B-1a cells express class-switched Ig on surface (csIg^+^) and downregulate CD5 (Supplementary Fig. 5B). Strikingly, this differentiated phenotype (CD95^+^ CD38^lo^ GL7^+^ CD150^+^ csIg^+^) is also expressed by IgM^neg^ IgD^neg^ B cells in the thymus (Supplementary Fig. 5C), the thymic B cells that have recently been reported to be efficient APCs that present self-antigens to developing thymocytes^42^.

We further found that most IgM^neg^ IgD^neg^ thymic B cells are CD5^+^ CD43^+^ (Supplementary Fig. 5D), supporting previous reports that many thymic B cells are B-1a cells^43–45^. Our finding that CD95^+^ CD38^lo^ GL7^+^ CD150^+^ IgM^neg^ B-1a in CKO mice express the same phenotype as the thymic IgM^neg^ IgD^neg^ B-1a cells, the APCs in the thymus, suggests that these differentiated IgM^neg^ B-1a cells in CKO mice are APCs. Consistent with this idea, these cells express increased surface MHC II and intracellular H2-DM (Supplementary Fig. 5E), a chaperone that has a central role in antigenic loading of the MHC II molecule^46^.

The CD95^+^ CD38^lo^ GL7^+^ PNA^+^ CD150^+^ IgM^neg^ B-1a cells found in spleen of CKO mice, however, have not yet fully differentiated to GC B cells (CD95^+^ CD38^neg^ GL7^hi^ PNA^hi^ CD150^+^), which further downregulate CD38 and upregulate GL7 and PNA (Supplementary Fig. 5F). We call CD95^+^ CD38^lo^ GL7^+^ PNA^+^ CD150^+^ IgM^neg^ B-1a cells pre-GC APCs, the APCs prior to GC formation, to distinguish them from the APCs in the fully developed GC. Nevertheless, they express comparable levels of intracellular H2-DM and its inhibitor, H2-DO, as CXCR4^lo^ CD86^hi^ light zone GC B cells (Supplementary Fig. 5G), the APCs that undergo antigen-selection by presenting antigens to T cells in the GC.

In contrast, when compared with the IgM^neg^ B-1a cells, the IgM^hi^ B-1a cells in the same CKO mice contain many fewer CD95^+^ CD38^lo^ GL7^+^ CD150^+^ cells (Fig. 5b, c) and do not express csIg^+^ on surface (Supplementary Fig. 5B). Consistent with these findings, IgH sequencing of IgM^neg^ and IgM^hi^ B-1a cells from the same CKO mice show that class-switched IgG, IgA, and IgE transcripts are readily detected in the IgM^neg^ B-1a repertoire, whereas IgM is the dominant Ig (>98%) for IgM^hi^ B-1a cells (Table 1). In addition, the IgM^neg^ B-1a cells not only show class-switching, but also have higher levels of IgV_H_ SHM than their IgM^hi^ B-1a counterparts (Fig. 5d).

**Table 1:** IgH repertoire expressed by IgM^neg^ B-1a cells in CKO mice contains class-switched IgH transcripts.

CTLA-4 B-cell CKO	B-1a subsets	% IgH isotype transcripts							
		IgM	IgD	IgG3	IgG1	IgG2b	IgG2c	IgE	IgA
#1	IgM^hi^	97.9						0.7	1
	IgM^neg^	32.2		3.2	15.5	8.9	2.6	32.7	4.9
#2	IgM^hi^	99.9							
	IgM^neg^	33.2		31.1	4.9	17.3	8.6	1.7	3.1
#3	IgM^hi^	99.3		0.5					
	IgM^neg^	30.6		9.1	20.2	12.3	4.6	18.4	4.8
#4	IgM^hi^	99.3		0.1					
	IgM^neg^	65.4	4.1	4.4	6.4	2.7	1.4	4.8	10.8
#5	IgM^hi^	99.4	0.5						0.1
	IgM^neg^	84.7	0.4	1	2	0.8	0.5	5.3	5.3
#6	IgM^hi^	98	0.5					0.7	
	IgM^neg^	6.4	0.1	2.2	5	0.9	0.9	15	69.5
#7	IgM^hi^	99.2							
	IgM^neg^	45.9	0.1	0.7	27.5	15.4	1.8	4.5	4.1

IgM^hi^ B-1a and IgM^neg^ B-1a cells of CTLA-4 B-cell CKO mice were sorted and sequenced to obtain their IgH transcripts in each population. Percentage of IgH transcript expressing indicated Ig isotype for IgM^hi^ B-1a and IgM^neg^ B-1a cells from the indicated CKO mouse is shown in the column, *n* = 7 mice (2–3 months old).

Importantly, IgM^neg^ and IgM^hi^ B-1a cells share more than the CD5^+^ CD43^+^ B220^lo^ phenotype. Within a given CKO animal, they show extensive IgH repertoire-sharing, i.e., both repertoires contain an array of identical V(D)J sequences that we have previously showed to be positively selected and highly conserved in C57BL/6 B-1a IgH repertoires^12^. These include the VH11 encoded IgH specific for phosphatidyl choline (PtC) and T15 idiotype IgH specific for phosphoryl choline (PC) (Supplementary Table 1). Most importantly, for these prototypic B-1a V(D)J sequences, IgM is always the dominant (~99%) isotype in IgM^hi^ B-1a, whereas class-switched IgG, IgA, and IgE are readily detectable among IgM^neg^ B-1a cells in the same CKO mice (Supplementary Table 2). Some of these class-switched Ig transcripts from IgM^neg^ B-1a cells already show SHM (Supplementary Fig. 5H).

Taken together, we conclude that IgM^neg^ B-1a cells in CKO mice represent further differentiated descendants of IgM^hi^ B-1a cells. In essence, the activated CTLA-4-deficient B-1a cells in CKO mice undergo further differentiation, i.e., they internalize surface IgM and start to express phenotype of the pre-GC APCs (CD95^+^ CD38^lo^ GL7^+^ PNA^+^ CD150^+^ csIg^+^).

### IgM^neg^ B-1a cells in CKO mice express APC gene programs

Along with the internalization of surface BCR and the phenotypic change to APCs, IgM^neg^ B-1a cells in CKO mice downregulate transcriptional activation programs but concomitantly turn on gene programs, that indicates their functional shift from proliferation-promoting transcriptional activation towards antigen processing and presentation. 

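The IgM neg B-1a cells are B-1a cells of CKO mice with no IgM at the surface, and 3 splenic libraries of them were set against the 2 libraries of IgM hi B-1a cells of CKO mice. Reads in genes were 5279044, 7033369 and 9639495 in IgM neg libraries 1, 2 and 3. Rn45s took 8.48%, 7.53% and 8.39% of them. *Ctla4* had 50, 93 and 59 reads, or 51.8 ± 20.6 (SD, n = 3) normalized counts, in IgM neg B-1a cells. Its log2 fold change between IgM neg and IgM hi B-1a cells of CKO mice, 0.60 (standard error 0.40, adjusted p = 0.383), did not pass the test. The labels number the CKO mice, and numbers 2 and 3 occur in both sorts. The levels of *Xist* and of Y-linked genes match between the sorts of each number. The deviations of the libraries from their group means correlated by 0.26 for number 2 and by 0.20 for number 3 across genes, which are not independent replicates. With 2 IgM hi libraries these deviations are mirror images, so the 2 correlations are not separate pieces of support. The number was therefore taken to name the mouse. The groups were compared without this pairing, and fits with it are among the settings tried. The IgM hi libraries of CKO mice are the same as in the comparison with control mice, so the 2 comparisons are not independent.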

RNA-seq analyses show that ~1400 genes are differentially expressed between IgM^hi^ B-1a and IgM^neg^ B-1a cells in CKO mice. 

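Among the genes that rose in IgM neg B-1a cells were *Ms4a6c*, which encodes a tetraspan membrane protein, *Cenpv*, which encodes a centromere protein, and *Dntt*, which encodes the enzyme that adds N nucleotides to V(D)J junctions. *Runx3*, *Cbfa2t3* and *Trps1*, which encode regulators of transcription in blood and connective tissue lineages, fell. *Ms4a6c* went from 259 ± 67.2 (SD, n = 2) normalized counts in IgM hi to 652 ± 124 (SD, n = 3) in IgM neg B-1a cells, a log2 fold change of 1.34 (standard error 0.20, adjusted p = 0.0013). *Cenpv* had a log2 fold change of 1.25 (adjusted p = 0.00706). *Dntt* was near 0 in the 5 IgM hi libraries and had 210.4, 4.76 and 82.2 normalized counts in IgM neg libraries 1, 2 and 3 (adjusted p = 0.0308). *Runx3* went from 78.6 ± 1.95 to 18.3 ± 9.17 normalized counts, a log2 fold change of -2.15 (standard error 0.43, adjusted p = 0.00712). The log2 fold change was -1.88 (adjusted p = 0.00141) for *Cbfa2t3* and -1.95 (adjusted p = 0.00582) for *Trps1*. Of 10627 genes tested, 800 passed and 9827 did not. With the number as a term, which also ties control libraries to CKO libraries of the same number, 1269 genes passed. Pairing the sorts by mouse without that tie gave 1633 genes with the mouse as a random block and 2486 in a fit of the CKO libraries alone. The number was 271 without IgM hi library 2, 40 without IgM hi library 3 and 521 without IgM neg library 3.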

About 60% of these differentially expressed genes are downregulated in IgM^neg^ B-1a cells compared with IgM^hi^ B-1a cells, including genes participating in epigenetic and transcriptional activation, cell cycle progression, and BCR signaling (Supplementary Fig. 6). Therefore, in sharp contrast to the CKO IgM^hi^ B-1a cells, which upregulate epigenetic reprogramming and transcriptional activation programs (Fig. 2c, d), the IgM^neg^ B-1a cells in CKO mice turn off these programs (Fig. 6a).

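Of the 800 genes, 611 (76.38%) fell and 189 rose in IgM neg B-1a cells. *Arid1a* encodes a subunit of the SWI/SNF remodeler, *Mki67* the proliferation marker Ki-67 and *Cenpf* a kinetochore protein. *Pik3c2b* encodes a class II PI3 kinase and *Cd72* a coreceptor that dampens BCR signals. *Arid1a* fell from 1089.7 ± 20.2 to 373 ± 62.7 normalized counts, a log2 fold change of -1.56 (standard error 0.17, adjusted p = 0.000397). Of the 63 genes for activating chromatin marks, 30 fell, none rose and 33 did not pass, against 36 lower and 1 higher when adjusted over the list alone. *Kmt2d* (log2 fold change -1.55, adjusted p = 0.000938) was among those with the largest log2 fold changes. The median of the list was -0.62 (camera, adjusted p = 5.32e-15), and adjusted p = 0.431 with an estimated correlation (1.20e-19 to 0.431 over the settings tried). Across genes, the log2 fold change fell with exon length (Spearman's rho -0.39). With that trend and the one on GC content removed, the median was -0.25, with 13 genes lower and 2 higher (camera, adjusted p = 2.99e-06). The whole set of called genes was then 223 higher and 259 lower. With scaling by total counts, under which the median log2 fold change of all genes was -0.08, it was 16 higher and 409 lower.
Of the 49 genes for repressive marks, 8 fell and none rose (11 lower when adjusted over the list alone), with a median of -0.38 (camera, adjusted p = 0.00107), adjusted p = 0.431 with an estimated correlation and 4.51e-05 to 0.431 over the settings. With the trend on length and GC content removed, the median of the repressive list went from -0.38 (SD over genes 0.47) to -0.02 (SD over genes 0.44, camera, adjusted p = 0.214), so that list did not pass. For RNA polymerase II and Mediator, *Polr2a* (log2 fold change -1.63, adjusted p = 0.000938) and 6 others fell, *Polr2c* (log2 fold change 0.76, adjusted p = 0.0152) and *Med4* rose and 45 did not pass. There were 10 lower and 2 higher when adjusted over the list alone, with a median of 0.03 (-0.06 with scaling by total counts) and a mean of -0.06 (camera, adjusted p = 0.589). In the cell cycle, *Ccnd2* (log2 fold change -1.68, adjusted p = 0.000397), *Myc* (log2 fold change -1.21, adjusted p = 0.0156), *Rb1* (log2 fold change -0.74, adjusted p = 0.00785) and *E2f2* (log2 fold change -0.72, adjusted p = 0.0329) fell among the 25 genes of the G1 phase, none rose and 21 did not pass (4 lower and 1 higher when adjusted over the list alone). The median of these G1 genes was -0.21 (camera, adjusted p = 0.193). *Mki67* (log2 fold change -1.38, adjusted p = 0.00522) and *Cenpf* (log2 fold change -1.68, adjusted p = 0.0339) fell among the 60 genes of S phase, G2 and mitosis, none rose and 58 did not pass (1 lower when adjusted over the list alone). Their median was -0.17 (camera, adjusted p = 0.0878, with 0.0409 without IgM neg library 1, 0.00377 without IgM neg library 3, 0.00905 without IgM hi library 2, 0.0237 in the CKO libraries alone with the sorts paired by mouse, and 0.00377 to 0.845 over the settings). In BCR and PI3K signaling, 20 of 74 genes fell, among them *Grb2* (log2 fold change -1.33, adjusted p = 0.000863) and *Pik3c2b* (log2 fold change -1.27, adjusted p = 0.000397), *Cd72* rose and 53 did not pass. There were 26 lower and 4 higher when adjusted over the list alone, and the median was -0.26 (camera, adjusted p = 5.41e-05), and adjusted p = 0.431 with an estimated correlation (6.18e-06 to 0.431 over the settings). Without the length and GC trend this median was -0.09 (SD over genes 0.47, camera, adjusted p = 0.0234), with 11 genes lower and 4 higher. Of 47 JAK-STAT genes, 6 fell, among them *Csf2rb* (log2 fold change -0.84, adjusted p = 0.0112), none rose and 41 did not pass (8 lower when adjusted over the list alone). Their median was -0.18 (camera, adjusted p = 0.0106), and adjusted p = 0.431 with an estimated correlation (0.00213 to 0.431 over the settings). Without the trend on length and GC content the JAK-STAT median went from -0.18 (SD over genes 0.63) to -0.06 (SD over genes 0.61, camera, adjusted p = 0.089) and did not pass.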

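*Tet3*, *Ccnd2*, *Polr2a*, *Foxo1* and *Grb2* rose in IgM hi B-1a cells of CKO mice against control mice and fell in IgM neg against IgM hi B-1a cells. Among the others with both changes were *Rin3*, *Msn*, *Actn4*, *Ncoa7* and *Ywhab*, the last encoding a 14-3-3 adaptor. *Tet3* fell to 226 ± 15.9 (SD, n = 3) normalized counts, a log2 fold change of -1.35 (standard error 0.17, adjusted p = 0.000664) between the sorts. In all, 13 genes had both changes, where independent lists of the same sizes would share 0.862. At an unadjusted p under 0.01 there were 244 such genes, against 24.8 for independent lists. These lists are not independent, since both comparisons use the same IgM hi libraries of CKO mice with opposite sign. Over all genes the log2 fold changes of the 2 comparisons correlated by -0.50, and by -0.60 in 100 simulated sets of unchanged groups with the same sharing, while their covariance was -0.12 and -0.09. How many of the 13 come from the sharing was not determined. The 13 became 3 without control library 1, 2 without control library 2, 20 without control library 3, 3 without IgM hi library 2 and none without IgM hi library 3, and 8 without IgM neg library 3. A comparison that leaves out the shared libraries sets IgM neg B-1a cells against IgM hi B-1a cells of control mice. There, limma called none of the 7 chromatin genes described, with log2 fold changes from -0.72 for *Setd1b* to -0.15 for *Ep400*, 4 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone, and 0 called by DESeq2, 0 by edgeR and 0 by voom. In the 63 genes for activating chromatin marks, limma called none, with 7 lower when adjusted over the list alone, 23 lower and 1 higher at an unadjusted p under 0.05, 4 lower by DESeq2 and 2 by edgeR. The median of this list was -0.26 (camera, adjusted p = 1.22e-06), and adjusted p = 0.431 with an estimated correlation (3.33e-10 to 0.431 over the settings). *Pik3c2b* (log2 fold change -0.65, adjusted p = 0.048) and *Cr2*, the complement receptor gene (log2 fold change -1.31, adjusted p = 0.00239), were lower than in control cells among the 74 genes of BCR and PI3K signaling. The 72 others did not pass (9 lower and 3 higher when adjusted over the list alone), and the median was -0.14 (camera, adjusted p = 0.00558), and adjusted p = 0.617 with an estimated correlation (0.000303 to 0.617 over the settings). This list did not pass without control library 3 (adjusted p = 0.0538), and with the length and GC trend removed its median went from -0.14 (SD over genes 0.35) to -0.10 (SD over genes 0.35, camera, adjusted p = 0.085).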

**Fig. 6:**
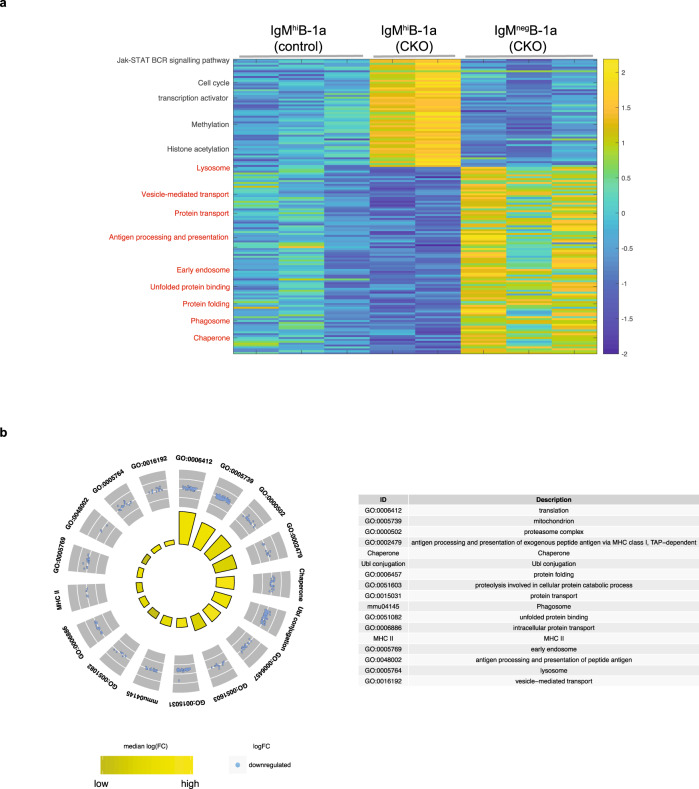
IgM^neg^ B-1a in CKO mice express a highly coordinated gene program indicating a function shift to APCs. **a** Heat-map shows the expression levels of the selected genes measured by RNA-seq. Row-rise standardization was performed for visualization purpose. Each row represents data of an individual gene. Genes of the same functional terms are grouped together. Each column represents the data of each indicated B-1a sample. **b** Circular visualization graph shows the selected GO terms for differentially expressed genes between sB-1a from control and CKO mice. Each dot in the outer circle represents an individual upregulated gene. Genes of the same functional term are grouped together and the detail of each group is shown at the right table. In the inner circle, the colored bars summarize the median fold change of the genes sharing the same functional term.

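The proteasome cuts tagged proteins into peptides, and *Psma4* and *Psmb1* encode parts of its core while *Psmc3*, *Psmd4* and *Psmd10* encode parts of its cap or assembly factors. *Hspd1*, *Pfdn5* and *Ahsa1* encode chaperones and cochaperones of the mitochondria and the cytosol. *Psma4* (chromosome 9, 54798597 to 54805837 of mm9) rose from 766 ± 28.7 (SD, n = 2) normalized counts in IgM hi to 1386 ± 217 (SD, n = 3) in IgM neg B-1a cells of CKO mice, a log2 fold change of 0.84 (standard error 0.17, adjusted p = 0.00682). It did not pass without IgM hi library 3 (adjusted p = 0.12), within 3.13e-09 to 0.12 over the settings. The log2 fold change was 0.61 (adjusted p = 0.025) for *Psmb1*, 0.82 (adjusted p = 0.0204) for *Psmd10* and 0.57 (adjusted p = 0.0296) for *Psmc3*. With *Psmd4*, these were the 5 of 42 proteasome genes that rose, none fell and 37 did not pass, with 21 higher and none lower when adjusted over the list alone. The median of the proteasome list was 0.43 (camera, adjusted p = 8.39e-08), and adjusted p = 0.617 with an estimated correlation (8.28e-10 to 0.617 over the settings). Its median exon length is 2169 bases. With the trend on exon length and GC content removed, its median was 0.26, with 4 genes higher (camera, adjusted p = 0.00198). Of 43 cytosolic and mitochondrial chaperone genes, *Hspd1* (log2 fold change 0.56, adjusted p = 0.0452), *Pfdn5* (log2 fold change 0.61, adjusted p = 0.0365) and *Ahsa1* (log2 fold change 0.64, adjusted p = 0.0227) rose, the immunophilin gene *Fkbp1a* (log2 fold change -1.21, adjusted p = 0.0251) fell and 39 did not pass. There were 10 higher and 1 lower when adjusted over the list alone, and the median was 0.34 (camera, adjusted p = 0.000478), and adjusted p = 0.698 with an estimated correlation (6.83e-06 to 0.698 over the settings). With the same trend removed, the chaperone median was 0.23 (SD over genes 0.61, camera, adjusted p = 0.0516).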

In parallel, however, these IgM^neg^ B-1a cells in CKO mice turn on gene programs that are associated with antigen processing and presentation. Thus, genes associated with antigen trafficking and processing are upregulated in IgM^neg^ B-1a cells, such as those involved in ubiquitin and protease degradation, protein folding in the endoplasmic reticulum, and vesicle-mediated transport within earlier endosome, lysosome, and Golgi (Fig. 6a, b). Accordingly, genes involved in antigen presentation via the MHC pathway are also upregulated in IgM^neg^ B-1a cells, including the gene of H2-DM, a key player in the removal of the CLIP peptide from MHC II, which allows loading with antigenic peptides (Fig. 6a, b).

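*Rbx1* encodes the RING subunit of cullin ubiquitin ligases, and *Huwe1*, *Ubr2*, *Ubr4* and *Nedd4* encode ubiquitin ligases. *Vamp8* and *Snx5* encode a SNARE of endosomes and a sorting nexin, *Rab14* and *Arf4* encode GTPases of the Golgi and endosomes, and *Sec24b* a coat protein of ER vesicles. *Ctsd*, *Npc2* and *Atp6v0e* encode a lysosomal protease, a sterol carrier and a proton pump subunit. Of 55 ubiquitin genes, *Rbx1* rose, *Huwe1* (log2 fold change -0.86, adjusted p = 0.00928), *Ubr2* (log2 fold change -0.78, adjusted p = 0.00574), *Ubr4* (log2 fold change -0.95, adjusted p = 0.00912) and *Nedd4* (log2 fold change -0.87, adjusted p = 0.0152) fell and 50 did not pass. There were 2 higher and 4 lower when adjusted over the list alone, and the median log2 fold change was -0.10 (camera, adjusted p = 0.306). Of 53 genes for protein folding in the endoplasmic reticulum, the disulfide isomerase gene *Pdia3* (log2 fold change -1.11, adjusted p = 0.00137) and the translocon gene *Sec63* (log2 fold change -0.87, adjusted p = 0.012) fell, none rose and 51 did not pass (2 lower when adjusted over the list alone). The median of this list was 0.04 (camera, adjusted p = 0.714). With scaling by total counts, under which the median log2 fold change of all genes was -0.08, it was -0.06. *Vamp8* rose from 400.0 ± 16.1 (SD, n = 2) to 695 ± 109.5 (SD, n = 3) normalized counts, a log2 fold change of 0.78 (standard error 0.17, adjusted p = 0.012). *Snx5* rose by 0.58 (adjusted p = 0.0331), while *Rab14* (log2 fold change -0.80, adjusted p = 0.0211), *Arf4* (log2 fold change -0.71, adjusted p = 0.023) and *Sec24b* (log2 fold change -0.99, adjusted p = 0.0175) fell. Of the 95 endosome, Golgi and vesicle genes that include them, 9 rose, 6 fell and 80 did not pass, with 13 higher and 10 lower when adjusted over the list alone. The median was 0.13 (camera, adjusted p = 0.13), and with total scaling it was 0.03, where limma called none higher and 4 lower. Without that scaling, 22 were higher and 13 lower at an unadjusted p under 0.05, and the counts higher and lower were 13 and 10 by DESeq2, 11 and 9 by edgeR and 13 and 11 by voom. *Ctsd* (log2 fold change 0.58, adjusted p = 0.0368), *Npc2* (log2 fold change 0.61, adjusted p = 0.0381) and *Atp6v0e* (log2 fold change 0.58, adjusted p = 0.0343) rose and *Cd164* (log2 fold change -0.69, adjusted p = 0.0247) fell among 66 lysosomal genes, where 62 did not pass (3 higher and 1 lower when adjusted over the list alone). The lysosomal median was 0.23 (camera, adjusted p = 0.00165), and adjusted p = 0.445 with an estimated correlation (0.00083 to 0.445 over the settings). With total scaling the lysosomal median was 0.13 and the list still passed (camera, adjusted p = 0.00663), while limma called none higher and 1 lower. Without it, 18 lysosomal genes were higher and 2 lower at an unadjusted p under 0.05, and 9 and 1 were called by DESeq2, 5 and 1 by edgeR and 9 and 1 by voom.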

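*H2-DMa*, *H2-DMb1* and *H2-DMb2* encode the chains of H2-DM and lie side by side on chromosome 17 of mm9. *Cd74* encodes the invariant chain from which CLIP derives, and *Psmb10* encodes a subunit of the immunoproteasome. *H2-DMa* (34272127 to 34276046) had 2047 ± 282 (SD, n = 3) normalized counts in IgM neg and 1575 ± 64.8 (SD, n = 2) in IgM hi B-1a cells of CKO mice, a log2 fold change of 0.37 (standard error 0.15, adjusted p = 0.14) that did not pass. *H2-DMb2* (34280252 to 34288498) had 3053 ± 824 (SD, n = 3) and 2026 ± 121 (SD, n = 2), a log2 fold change of 0.56 (standard error 0.20, adjusted p = 0.0916). Its paralog *H2-DMb1*, which may share reads with it, had a log2 fold change of 0.26 (standard error 0.16, adjusted p = 0.36). The difference of *H2-DMb2* passed with DESeq2 on the recovered reads of all 8 libraries (adjusted p = 0.0274), within 0.00107 to 0.334 over the settings tried. With the sorts paired by mouse in a fit of the CKO libraries alone, the adjusted p was 0.00688 for *H2-DMa* and 0.00107 for *H2-DMb2*. *Cd74* had a log2 fold change of 0.20 (adjusted p = 0.617). Of 24 genes of the MHC class II pathway, limma called none over all genes or when adjusted over the list alone, with 9 higher and 2 lower at an unadjusted p under 0.05. On the recovered reads DESeq2 called 4, edgeR 0 and voom 1. The median of the 24 genes was 0.31 (camera, adjusted p = 0.0136), but adjusted p = 0.617 with an estimated correlation, 0.147 without IgM hi library 3, 0.0794 without IgM neg library 3 and 0.00202 to 0.617 over all settings. With the trend on exon length and GC content removed, the median was 0.25 (camera, adjusted p = 0.261). Of 23 genes of the MHC class I pathway, *Psmb10* rose by 0.67 (standard error 0.18, adjusted p = 0.029), *Pdia3* fell and 21 did not pass (5 higher and 2 lower when adjusted over the list alone). The class I median was 0.14 (camera, adjusted p = 0.126).

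**Figure D2:**
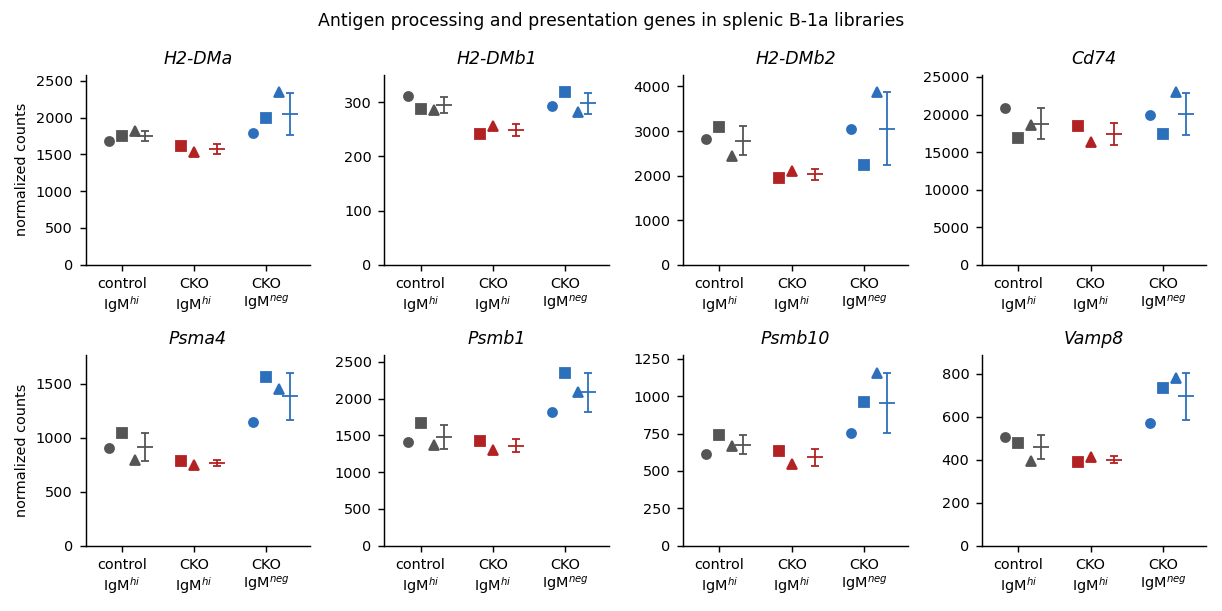
Normalized counts of 8 genes of antigen processing and presentation (vertical axes) in control IgM hi, CKO IgM hi and CKO IgM neg B-1a cells, with 1 point per library, the marker shape giving the replicate number, and bars for the mean and SD. *Psmb10* averages 591 in CKO IgM hi and 956 in IgM neg B-1a cells.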

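The chromatin genes, which set up transcription, and the proteasome, MHC class II and lysosomal genes, which serve antigen processing, had medians that lay on opposite sides in IgM hi and IgM neg B-1a cells of CKO mice. In each library, the median over a list of the deviation of its genes from their mean over all 8 libraries was taken on the log2 scale, as the plot of list medians by library shows. For genes of activating chromatin marks it was 0.33 and 0.41 in IgM hi libraries 2 and 3, and -0.23, -0.20 and -0.28 in IgM neg libraries 1, 2 and 3. Proteasome genes had -0.17 and -0.20 in the IgM hi libraries against 0.08, 0.36 and 0.28 in the IgM neg libraries. MHC class II genes had -0.03 and -0.18 against 0.05, 0.09 and 0.29, and lysosomal genes -0.10 and -0.15 against 0.06, 0.07 and 0.16. IgM neg library 3 was the highest in these 2 lists and in myeloid genes as well, at 1.37 against -0.38 and -0.51 in IgM neg libraries 1 and 2, and without it the MHC class II list did not pass (camera, adjusted p = 0.0794, within 0.00202 to 0.617 over the settings). In each of these 4 lists the libraries of the 2 sorts did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 2 libraries against 3 allow). This separation is not particular to them. The same p was found for the lists of repressive chromatin marks, BCR and PI3K signaling, MHC class I, vesicle, B-1a, marginal zone and T-cell genes. Lists outside these programs were tested too. Ribosomal protein genes, of which *Rpl14* (log2 fold change 0.72, adjusted p = 0.0368) rose, had -0.14 and -0.37 in the IgM hi libraries and -0.23, 0.48 and 0.30 in IgM neg libraries 1, 2 and 3, which overlap. Their median log2 fold change was 0.43 (camera, adjusted p = 9.52e-11), and adjusted p = 0.705 with an estimated correlation (1.04e-35 to 0.705 over the settings). With quantile normalization it fell to 0.10 and did not pass (camera, adjusted p = 0.0752). Of 76 genes of oxidative phosphorylation, 3 rose, among them *Ndufa9* (log2 fold change 0.59, adjusted p = 0.0425) and *Sdhb* (log2 fold change 0.68, adjusted p = 0.0115), none fell and 73 did not pass (2 higher when adjusted over the list alone). Their median was 0.32 (camera, adjusted p = 3.73e-08), and adjusted p = 0.698 with an estimated correlation (3.36e-17 to 0.698 over the settings). Removal of the trend on exon length and GC content moved this median from 0.32 (SD over genes 0.24) to 0.15 (SD over genes 0.28, camera, adjusted p = 0.0503), and the libraries of the 2 sorts overlap in this list too. From the fall of the activation programs and the rise of processing and presentation genes, along with the internalized surface IgM, the paper concludes that IgM hi B-1a cells become antigen-presenting IgM neg cells. It draws as well on V(D)J sequences shared by both sorts, class switching and hypermutation, and the surface phenotype. MHC class II and H2-DM protein and the transfer of IgM neg cells are further evidence it gives. None of these was examined here.

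**Figure D3:**
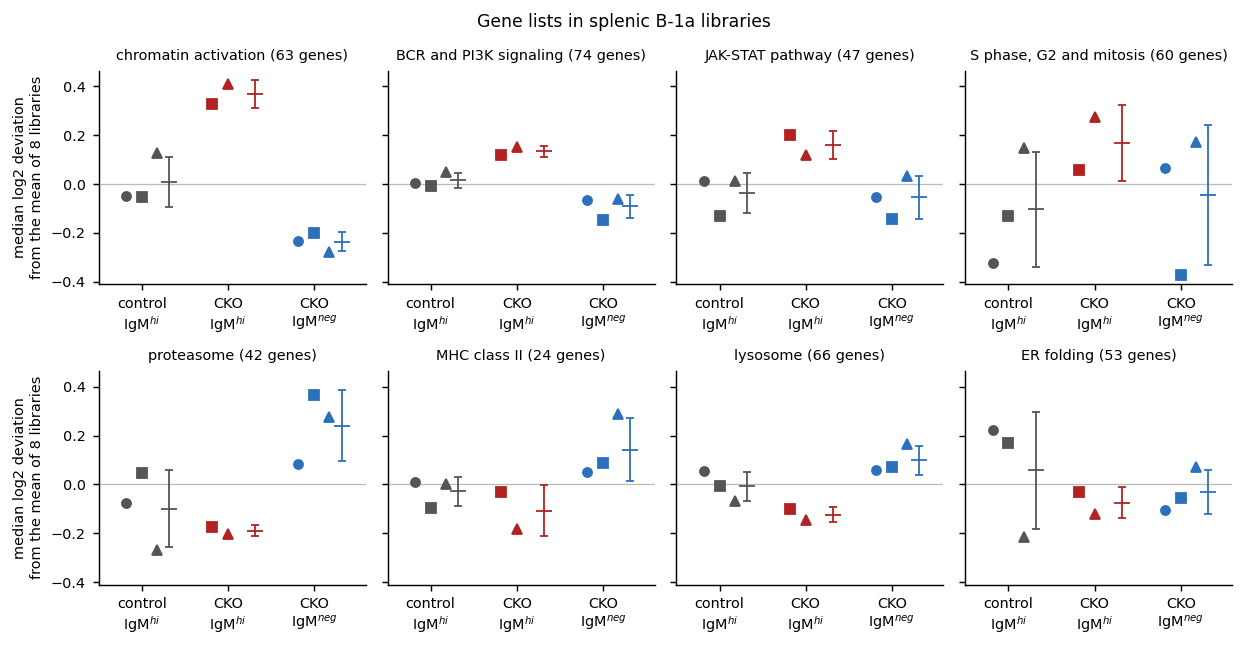
Median log2 deviation from the mean of 8 libraries (vertical axes) for 8 gene lists, with 1 panel per list and the group on the horizontal axes. There is 1 point per library, colored by group and shaped by replicate number, with bars for the mean and SD. The chromatin list lies at 0.33 and 0.41 in CKO IgM hi and between -0.28 and -0.20 in IgM neg libraries.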

Taking the preceding findings together, we conclude that IgM^neg^ B-1a cells in CKO mice express a highly coordinated gene program that operates as their transcriptionally activated precursor IgM^hi^ B-1a cells internalize surface BCR and differentiate into APCs.

### B-1a cells from CKO mice induce Tfh cells and GCs in wildtype recipients

Unlike FOB and MZB cells, B-1a cells are poorly generated from the lymphoid progenitors in the BM^3,5,6^. To track the long-term function of CTLA-4-deficient B-1a cells in wild type (WT) recipients, we employ an IgH allotype chimera approach. This approach is based on the distinctive developmental properties of the B-1a and conventional B cells to generate B-cell chimeric animals^15,47,48^. Further, differing from the commonly used transfer systems, in which the irradiated adult animals are used as the recipients, we transfer B-1a cells into the non-irradiated IgH allotype-congenic newborn mice. This method allows the transferred B-1a cells to develop through ontogeny in the normal host environment that most closely mimics the generation of B-1a cells during ontogeny.

To do that, we deplete the recipient B cells by treating 1-day-old CB.17 neonates (IgH^b^) with anti-IgM^b^ monoclonal antibodies. On day 2, we reconstitute the treated CB.17 neonatal recipients with B-1a cells from adult allotype-congenic BALB/c mice (IgH^a^). The anti-IgM^b^ antibody treatment continues for 6 weeks, after which the recipients are rested for 2–3 months during which they become B-cell chimera in which the host conventional B cells (IgH^b^) are generated from the endogenous BM, whereas the B-1a cells (IgH^a^) are reconstituted from the transferred, allotype-marked, self-replenishing B-1a (Supplementary Fig. 7A)^15,47,48^. With this approach, we transfer CTLA-4-deficient peritoneal B-1a cells from CKO mice (IgH^a^) into B-cell depleted congenic 2-day-old CB.17 neonates (IgH^b^). As controls, we transfer similarly treated CB.17 neonates with comparable numbers of CTLA-4-expressing peritoneal B-1a cells from CTLA-4 heterozygous mice (IgH^a^).

Examined after the recipients become chimeric adults, we found that both CD4 Tfh (PD1^hi^ ICOS^+^ GL7^+^ CXCR5^+^ BCL6^+^) and GC B cells (CD95^+^ CD38^neg^ GL7^+^) are induced in spleens of recipients that are reconstituted with CTLA-4-deficient peritoneal B-1a cells (Fig. 7a, b, Supplementary Fig. 7B). In contrast, neither Tfh cells nor GC B cells are induced in recipients reconstituted with CTLA-4-expressing peritoneal B-1a cells (Fig. 7a, b), even though like CTLA-4-deficient peritoneal B-1a cells, these cells also efficiently reconstitute B-1a populations in both spleen and PerC of the recipients (Supplementary Fig. 7C). In essence, induction of Tfh cells and GCs only proceeds when the recipients receive B-1a cells that do not express CTLA-4.

**Fig. 7:**
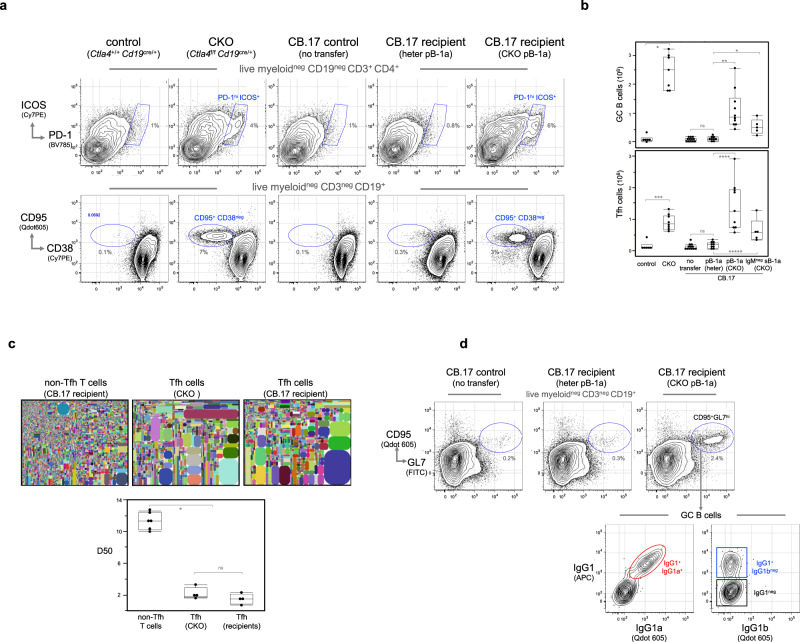
CTLA-4-deficient B-1a cells and their IgM^neg^ decedents induce Tfh cells and GCs in congenic recipients. **a** Live CD4^+^ T cells and CD19^+^ B cells from spleens of indicated mice were gated to reveal Tfh (PD-1^hi^ ICOS^+^) and GC B (CD95^hi^ CD38^neg^) cells, respectively. **b** Data summarizing the numbers of Tfh and GC B cells in spleens of indicated mouse groups is shown, *n* = 7–10 mice per group. Each dot represents data for an individual mouse, *p < 0.003, **p < 0.0002, ***p < 0.002, ****p < 0.0003, *****p < 0.004, ns, not significant (*p* < 0.2), nonparametric Wilcoxon one-way test. About 5 × 10^6^ of peritoneal B-1a (pB-1a) and 2 × 10^5^ of IgM^neg^ splenic B-1a (sB-1a) cells were transferred. **c** TCRβ CDR3 tree-map plots (upper) illustrate the CDR3 nucleotide sequences expressed by non-Tfh T and Tfh cells from indicated mice. One representative plot from four or six independent T-cell samples is shown. Each rectangle in a given tree-map represents a unique CDR3 nucleotide sequence and the size of each rectangle denotes the relative frequency of an individual CDR3 sequence. The box plot summarizes the D50 metric analysis that quantifies TCRβ CDR3 nucleotide sequence diversity for each T-cell sample from indicated mouse group. Each dot represents data for a T-cell sample from an individual mouse, *n* = 4–6 T-cell samples per group, *p < 0.006, ns, not significant (*p* < 0.2), nonparametric Wilcoxon one-way test. Low D50 values are associated with less TCRβ CDR3 diversity. Sequence information for each T-cell sample is summarized in supplementary Table 3. **d** Live myeloid^neg^ CD3^neg^ CD19^+^ splenic B cells from indicated CB.17 mice were gated to reveal GC B cells (CD19^+^CD95^+^GL7^+^), which were further gated to show IgG1, IgG1b and IgG1a surface expression. Statistical summary for five independent experiments is shown in Supplementary Table 5. Box plots in **b**, **c**: box draws 75% (upper), 50% (center line) and 25% (down) quartile, the maxima and minima outliers are shown as top and bottom line, respectively.

Further, CTLA-4-deficient B-1a cells not only induce Tfh cells in recipient spleens, TCR repertoires expressed by these Tfh cells are also similar to the repertoires expressed by Tfh cells in CKO mice. Thus, differing from non-Tfh T cells, which express a diverse TCRβ repertoire, the Tfh repertoires from both chimeric recipients and CKO mice are much less random and more repetitive (Fig. 7c, Supplementary Table 3), partly owing to both Tfh repertoires preferentially using TCR Vβ5, Vβ13, and Vβ31 genes (Supplementary Fig. 7D). In addition, for these Vβ genes, certain Vβ-Dβ-Jβ recombination sequences encoding particular CDR3 peptides are shared by Tfh repertoires from both CKO and chimeric mice (Supplementary Table 4). Our findings that the Tfh cells induced in the chimeric recipients express a similarly selected TCRβ repertoire as that expressed by Tfh cells in CKO mice strongly suggest that like Tfh cells induced in that chimeric mice reconstituted with CTLA-4-deficient B-1a cells, Tfh cells that spontaneously arise in CKO mice are also induced by CTLA-4-deficient B-1a cells in these animals.

Like peritoneal IgM^hi^ B-1a cells, splenic IgM^hi^ B-1a from CKO mice also induces Tfh cells and GC responses when transferred to and reconstituted in CB.17 recipients (Supplementary Fig. 7E). As demonstrated above, these CTLA-4-deficient IgM^hi^ B-1a cells internalize surface IgM and their differentiated IgM^neg^ B-1a decedents express not only the APC phenotype but also the gene programs of APC function. These differentiated IgM^neg^ B-1a cells likely act as APCs that induce the Tfh cell differentiation. Supporting this idea, we find that transferring as few as 10^5^ IgM^neg^ B-1a cells from CKO mice efficiently induces Tfh cells and GC formation in the spleen of the recipients (Fig. 7b, Supplementary Fig. 7F).

Further, in spleens of recipients that are reconstituted with CTLA-4-deficient B-1a cells, ~40% of GC B cells express surface IgG1 (Fig. 7d, Supplementary Table 5). Using a monoclonal antibody that specifically detects IgG1 of IgHa-haplotype mice but does not react with IgHb haplotype^49^, we further show that these IgG1-expressing GC B cells express donor *a*-haplotype (IgG1a), indicating that they are derived from the transferred CTLA-4-deficient B-1a cells (IgH^a^), rather than the endogenous B cells from the CB.17 recipients (IgH^b^) (Fig. 7d). Therefore, CTLA-4-deficient B-1a cells not only induce GC responses but also directly give rise to GC B cells in the recipients.

### Reconstituted CTLA-4-deficient B-1a cells associate with FDCs

B-1a cell development occurs during fetal and earlier neonatal life and largely ceases thereafter^13,50^. Although B-1a cells arise in spleen earlier in life, they comprise only a small percentage of splenic B cells in the adult spleen^51^. Their small number and lack of an exclusive marker make it difficult to identify their location in the normal spleen. Nevertheless, by using VH11 knock-in transgenic mice, Hardy and Hayakawa groups found that B-1a cells are localized centrally in the spleen follicles, where they expand in association with follicular dendritic cells (FDCs) during ontogeny^51^.

Our findings here confirm and extend these findings. Thus, when transferred to and reconstituted in the non-irradiated recipients, CTLA-4-deficient IgMa^+^ B-1a cells are located more centrally than the host IgD^hi^ FOB cells in the follicles, where they are closely associated with the FDC network (Fig. 8, Supplementary Fig. 8A). As in the normal spleen, Hardy groups did not find the GC formation in spleens of VH11 knock-in transgenic mice. In contrast, we show that the GCs are formed in the spleen of recipients when are reconstituted with CTLA-4-deficient B-1a cells (Fig. 8). Furthermore, some of the donor IgMa^+^ B-1a cells overlap with GC, where they interact with Tfh cells (Fig. 8, Supplementary Fig. 8B, C).

**Fig. 8:**
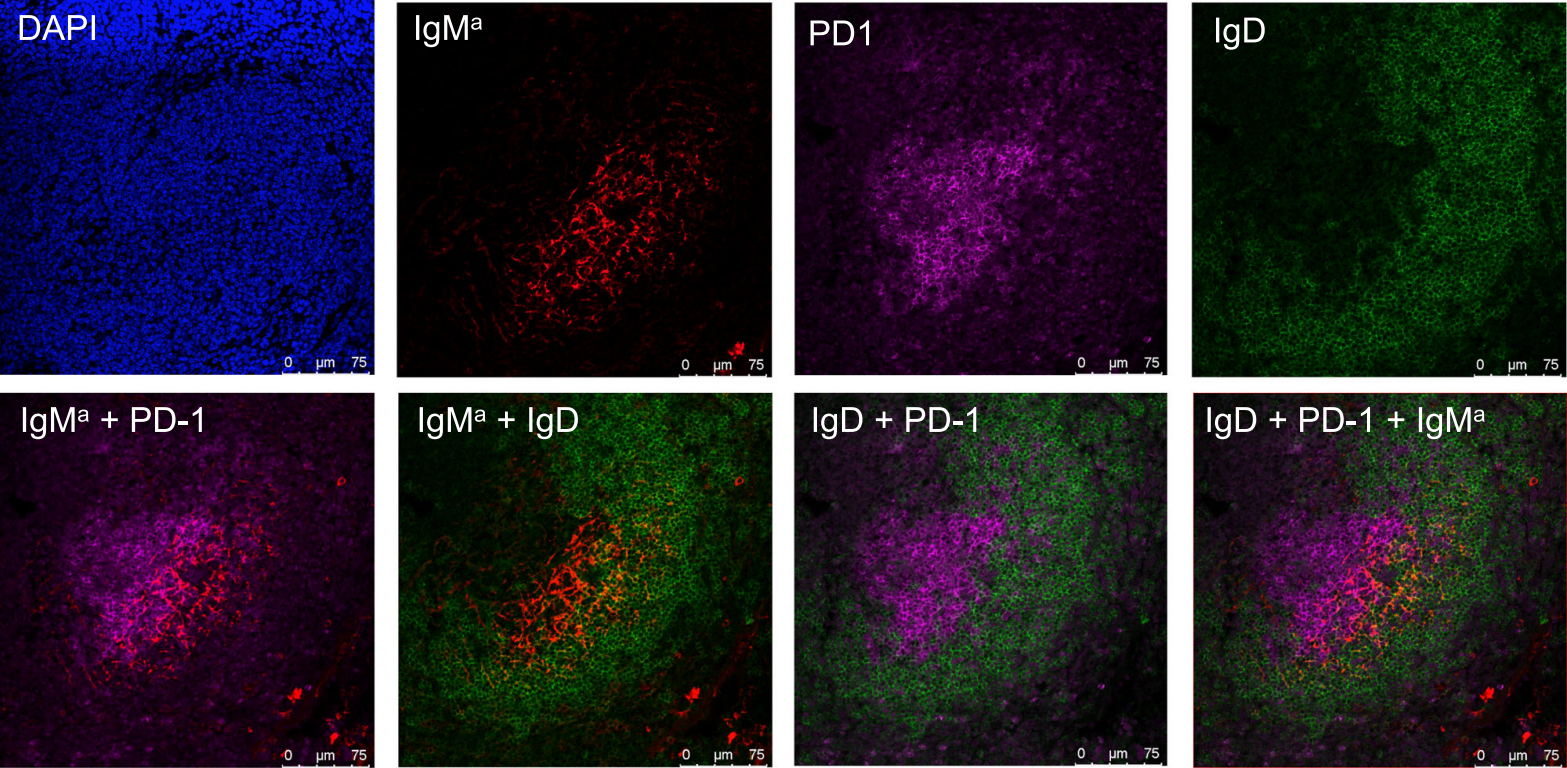
CTLA-4-deficient B-1a cells are localized in close association with FDCs in transfer recipient spleen. Spleen sections of recipients that have been received peritoneal B-1a cells from CTLA-4 B-cell CKO mice were analyzed by immunofluorescence confocal microscopy. Representative immunofluorescence images of the section stained with indicated individual reagent are shown in the upper and images of two or three-color composites are shown in the bottom.

## Discussion

CD5^+^ B-1a cells are considered as the evolutionarily primitive B cells. These B cells emerge during fetal development, express a repertoire enriched for autoreactive Ig and, play the essential and non-redundant roles in the immune system^1–3,12,17,18,52–54^. We report here that CTLA-4, a key T-cell regulator, is also expressed by B-1a cells and negatively regulates the function of these cells. This regulation, we further show, is indispensable for the maintenance of immune homeostasis. In essence, our findings unveil a new aspect of CTLA-4 immune function as a regulator of this unique B-cell subset and introduce it as an important immune-regulatory mechanism.

B-1a cells produce useful autoreactive natural antibodies^55,56^. This function, as we previously have shown, is enabled by their unique Ig repertoire that is selected by self-antigens during ontogeny^12^. The repertoire-defining mechanism, however, must prevent the BCR-mediated self-antigen presentation and high-affinity antibody-producing GC formation. Our studies identify CTLA-4 as an important player in this control process.

We show that B-1 cells selectively express CTLA-4 within the resting B-cell compartment. By specifically deleting CTLA-4 from B cells in CKO mice, we demonstrate that the CTLA-4-deficient B-1a cells become dysfunctional. That is, they upregulate epigenetic and transcriptional programs, show increased self-replenishment and express increased activation markers such as MHC II. Further, these activated cells internalize surface IgM and differentiate into APCs. Most importantly, when transferred to and reconstituted in IgH allotype-congenic recipients, these activated B-1a cells and their differentiated APC decedents are able to induce Tfh cells and GCs in recipient spleens.

Derived from the fetal development, B-1a cells appear earlier than FOB and MZB in the spleen where they undergo selection and self-replenishment after their development ceases^12^. By monitoring the splenic B-1a cells from the neonates to the adults, we show that B-1a *Ctla4* expression gradually increase over this peroid. This pattern is reminiscent of the gradual increase of recurring V(D)J sequences in the B-1a IgH repertoire during early ontogeny^12^, raising questions as to whether the induction of CTLA-4 expression in B-1a is the result of B-1a cell selection during the normal development or tumor transformation. Consistent with this idea, we find that CTLA-4 expression is elevated in transformed B-1a cells in Eμ-TCL1 transgenic mice, in which B-1a cells develop into CLL-like tumors^30–32^.

Naturally occurring Treg cells constitutively express high levels of CTLA-4, whereas other T cells induce CTLA-4 after they are activated. As a key coinhibitor, CTLA-4 shows extreme potency in negatively regulating T-cell function. Both fully CTLA-4-deficient (*Ctla4*^−/−^) and CTLA-4 Treg knockout mice develop fatal autoimmunity at earlier age, i.e., *Ctla4*^−/−^ mice die by 3–4 weeks of age^26,27^, whereas the CTLA-4 Treg knockout mice become inactive ~7 weeks^22^. Unlike T-cell CTLA-4-deficiency mice, CTLA-4 B-cell CKO mice live >1 year and do not develop the massive lymphoproliferation and multi-organ tissue destruction. Instead, they generate spontaneous GC responses that primarily occur in the spleen and elevate the autoantibody production as animals age. In later life (older than 7 months), some of these mice manifest the autoimmune pathology. The drastic differences for CTLA-4 deficiency in T versus B cells underscore the distinctive roles of these immune cells play in the immune system.

The GC responses that arise in the un-manipulated CTLA-4 B-cell CKO mice depend on CD4 T-cell and CD40 signaling, akin to the GC responses induced by foreign antigens. Consistently, Tfh cells, which play crucial roles in the development of GC response^39,57^, spontaneously arise in CKO mice. In foreign antigens-induced GC responses, APCs such as DCs usually capture and present antigens to naive CD4 T cells. This initial engagement instructs naive T cells to differentiate into Tfh cells^39^. No foreign antigens are introduced into CKO mice. Consistently, we find the splenic DC compartment in CKO mice remain inactive. Our studies show that unlike the foreign-antigen induced GC responses, Tfh cells in CKO mice are induced by the activated B-1a cells in these mice, and the induction is highly likely mediated by their differentiated APCs.

We show that B-1a cells in CKO mice upregulate epigenetic and transcriptional activation programs and the activated B-1a cells undergo further differentiation to APCs. They internalize surface IgM, and the resultant IgM^neg^ B-1a cells start to express an APC phenotype (CD95^+^ CD38^lo^ GL7^+^ PNA^+^ CD150^+^ csIg^+^). Strikingly, this phenotype is also expressed by IgM^neg^ IgD^neg^ thymic B cells, which we show here express the B-1a phenotype and have been reported to function as the APCs that present self-antigens to developing T cells in the thymus^42^. The idea that these differentiated IgM^neg^ B-1a cells are APCs is further supported by the finding that they upregulate MHC II and express comparable levels of H2-DM and H2-DO, the key players of MHC II processing and presentation, as light zone GC B cells, the well-known APCs in the GC. Moreover, not only expressing the APC phenotype, RNA-seq analysis showed that they also express the gene programs of APC function.

Notably, the CD95^+^ CD38^lo^ GL7^+^ PNA^+^ CD150^+^ csIg^+^ IgM^neg^ B-1a cells are the APCs prior to GC formation. Although they share some of the GC B-cell phenotype (CD95^+^ CD38^neg^ GL7^hi^ PNA^hi^ CD150^+^ csIg^+^), they have not yet fully differentiated to GC B cells, which further down regulate CD38 and upregulate GL7 and PNA. We call these cells pre-GC APCs to distinguish them from the APCs that present antigens to T cells in the GC. In essence, we identify an APC population, which is derived from the CTLA-4-deficient IgM^hi^ B-1a cells that have internalized surface IgM but have not yet turned off surface CD5 expression. These APCs share the same phenotype as thymic IgM^neg^ IgD^neg^ B-1a cell, the APCs in the thymus; but have not yet differentiated to APCs within the fully developed GCs.

B cells become potent APCs after the BCR-mediated internalization of the antigen. Although their ability to present antigen to CD4 T cells is less efficient than DCs or macrophages when they take up the antigens non-specifically, their antigen-presenting efficiency increases up to 10^4^ folds when antigens are recognized through BCR^58^. The intracellular IgM that we detected in IgM^neg^ B-1a cells of CKO mice are not the secreted IgM from the IgM-secreting cells and hence most likely represent the internalized IgM (BCR) from the surface. Accordingly, RNA-seq shows that IgM^neg^ B-1a cells do not express a PC signature; instead, they express the gene programs that are associated with APC function.

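*Prdm1* encodes the repressor that drives plasma cell differentiation, *Igj* the J chain of secreted IgM, and *Mzb1* and *Txndc5* proteins of antibody folding. *Slpi* encodes a secreted protease inhibitor. *Prdm1* had 118 ± 14.7 (SD, n = 3) normalized counts in IgM neg and 205 ± 8.33 (SD, n = 2) in IgM hi B-1a cells of CKO mice, a log2 fold change of -0.79 (standard error 0.20, adjusted p = 0.0251). Control IgM hi B-1a cells had 216 ± 28.3 (SD, n = 3). *Igj* went from 15027 ± 8979 (SD, n = 3) in control to 4663 ± 1811 (SD, n = 3) in IgM neg B-1a cells, a log2 fold change of -1.50 (standard error 0.41, adjusted p = 0.112) that did not pass, and neither did *Txndc5* (log2 fold change -0.70, adjusted p = 0.105) or *Mzb1* (log2 fold change -0.05, adjusted p = 0.905). Between the sorts of CKO mice, *Pim2* (log2 fold change -0.76, adjusted p = 0.0402) and *Fndc3b* (log2 fold change -2.66, adjusted p = 0.0109) also fell among 30 plasma cell genes, *Slpi* (log2 fold change 2.03, adjusted p = 0.0311) rose and 26 did not pass. There were 5 lower and 2 higher when adjusted over the list alone, and the median was -0.24 (camera, adjusted p = 0.168, with 0.034 without IgM neg library 3 and 0.0147 to 0.784 over the settings). Against control IgM hi B-1a cells, *Slpi* (log2 fold change 3.67, adjusted p = 0.0014) rose and 29 did not pass (13 lower and 3 higher when adjusted over the list alone). The median was then -0.45 (camera, adjusted p = 0.000495), and adjusted p = 0.617 with an estimated correlation (6.18e-09 to 0.749 over the settings). Without the shallow control libraries 1 and 2 the list changed direction (adjusted p = 0.749), and control library 3 lay lower in this list (-0.19) than control libraries 1 and 2 (0.28 and 0.34).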

Most importantly, in the functional assay, we show that when transferred to and reconstituted in normal congenic recipients, both CTLA-4-deficient IgM^hi^ B-1a and their differentiated IgM^neg^ decedents induce Tfh cells and GC responses in recipient spleen. Further, these cells not only induce GC formation but also directly develop into the class-switched GC B cells. As B-1a repertoire is enriched for the self-reactive Ig, it is conceivable that the internalized BCR in IgM^neg^ B-1a cells may facilitate trafficking, processing, and presenting their binding self-antigens to naive CD4 T cells, thereby induce them to differentiate to Tfh cells.

Further, we show that Tfh cells that are induced in the recipients express a similarly selected TCRβ repertoire as the Tfh cells that spontaneously arise in CKO mice. Both repertoires are much less random and more repetitive than non-Tfh T-cell repertoire, and are shared with certain Vβ-Dβ-Jβ recombination sequences that encode particular CDR3 peptides. Our finding that Tfh cells from different mice under different experimental settings (CKO and chimeric mice) express the similarly selected TCRβ repertoires not only underscores a common mechanism that these Tfh cells are induced by CTLA-4-deficient B-1a cells, it also suggests that these Tfh cells are induced by some common self-antigens.

These Tfh cells are derived from naive CD4 T cells, raising the questions as for how are these self-reactive CD4 T cells generated and released into the periphery? It is well held that the self-reactive T cells in the thymus are deleted by negative selection, referred as central tolerance. Intriguingly, emerging studies have shown that thymic B cells also participate in the central tolerance induction^43–45^. IgM^neg^ IgD^neg^ thymic B cells, in particular, have been recently shown to function as APCs presenting self-antigen to thymocytes^42^. We further show that most IgM^neg^ IgD^neg^ thymic B cells express CD5^+^CD43^+^ B-1a phenotype. Whether thymic B-1a cells play roles in the selection of T-cell repertoire remain as open questions.

In both CKO and chimeric mice reconstituted with CTLA-4-deficient B-1a cells, spleen is the principle lymphoid organ in which Tfh cells and GC responses occur. Nevertheless, we show that loss of CTLA-4 affects both splenic and peritoneal B-1a cells in CKO mice. Both populations show an increased percentage of BrdU-incorporated cells (BrdU^+^), indicating an increased self-replenishment compare to their control counterparts. As a result, the percentage and the numbers of both splenic and peritoneal B-1a cells in CKO mice are elevated. Most importantly, when transferred to and reconstituted in normal congenic recipients, splenic and peritoneal IgM^hi^ B-1a cells from CKO mice show similar functional consequence in recipients. That is, each population not only reconstitutes B-1a cells in both spleen and PerC of the recipients, it also induces Tfh cells and GC responses in spleens of these mice.

Thus, although splenic B-1a express lower levels of CTLA-4 than peritoneal B-1a cells, both populations in CKO mice are dysfunctional in that they are able to induce Tfh cells and GC response when reconstituted in normal congenic recipients. Intriguingly, the CTLA-4 expression pattern also occurs in splenic and peritoneal B-1a cells of other mice including *Tcrb*^−/−^ *Tcrd*^−/−^ and Eμ-TCL1 Tg mice. Whether the difference in CTLA-4 expression between splenic B-1a cells versus peritoneal B-1a cells reflects their distinct activation status remains unclear. Consistent with the notion that B-1a cells undergo self-replenishment in the spleen^12,35,36^, our in vivo BrdU incorporation studies show that in both CKO and control mice, splenic B-1a cells always have much higher percentage of BrdU^+^ cells than peritoneal B-1a cells.

As both self-antigen and BCR signaling are indispensable for the B-1a generation^1,2^, it is conceivable that B-1a self-replenishment is fueled by constant BCR engagement with self-antigen in the spleen. Intriguingly, Hardy and Hayakawa et al.^51^ reported that PtC-specific B-1a cells are located centrally in the spleen follicles, where they expand in association with FDCs. Consistent with this key finding, we also show that when reconstituted in the recipient spleens, CTLA-4-deficient B-1a cells locate more centrally than FOB cells in the follicles, where they are closely associated with FDCs.

Acting as the antigen depot, FDCs present antigens both to naive B cells as they survey primary follicles and to GC B cells when they compete for antigen within GCs^59^. We postulate that in normal resting state, B-1a cells are constitutively stimulated with self-antigens loaded by FDCs. Such interaction is sufficient to stimulate B-1a cells to undergo self-replenishment; however, it should be under tight control to avoid over-activating these cells. CTLA-4 expression by B-1a cells may function to modulate their BCR interaction with self-antigens loaded by FDCs. In fact, we find that when B-1a cells lose CTLA-4, they undergo epigenetic and transcriptional reprogramming and upregulate genes of transcription activator, cell cycle and the PI3K/Jak-Stat BCR signaling pathway. As a result, they show increased self-replenishment and express activation markers.

Studies with T cells have shown that CTLA-4 engagement with its ligands delivers a negative signaling^25^. Whether CTLA-4 regulates B-1a function through this cell-intrinsic mechanism remains unsolved in this study. We find both splenic and peritoneal B-1a cells express CD80 and CD86. In particular, levels of CD80, the strongest CTLA-4 ligand, are surprisingly high on B-1a cells. Co-expression of CTLA-4 and its ligands, particular CD80, by B-1a cells suggests that CTLA-4-B7 interaction can occur in multiple ways for B-1a cells, i.e., it can occur in a single B-1a cell or may require a two-cell interaction between CTLA-4-expressing B-1a and another B7-expressing B-1a cells. Therefore, although B-1a cells express low levels of CTLA-4, their CTLA-4 has close access to its ligands, which may be uniquely involved in CTLA-4 regulation of B-1a cell activation status, e.g., by fine-tuning the BCR signaling.

Taken together, studies presented here have elucidated a new aspect of the function of CTLA-4 in the maintenance of immune homeostasis. This function, as we demonstrated, is mediated by regulating B-1a cells, a B-cell population that arises during fetal development and expresses an Ig repertoire enriched for auto-reactivity. Further, our findings offer potential insights into the adverse autoimmunity associated with “CTLA-4 blockade” cancer immunotherapy^60,61^. Anti-CTLA-4 antibody treatment to block CTLA-4 signaling in T cells shows promising effects in advanced cancer patients^60^. However, clinical studies may also find serious autoimmune pathologies associated with this therapy. The underlying mechanisms have yet to be fully understood. However, since CTLA-4 is likely expressed by human B-1a cells, our studies suggest that the dysfunction of human B-1a if/when they loss CTLA-4 regulation may contribute to the autoimmunity observed in patients receiving CTLA-4 blockade immunotherapy.

## Methods

### Mice

BALB/c (IgH^a^), CB.17 (IgH^b^), C57BL/6J, *Tcrb*^−/−^ *Tcrd*^−/−^ (C57BL/6J) and homozygous CD19cre mice (*Cd19*^tm1(cre)cgn^) are purchased from Jackson laboratory. Eμ-TCL1 (C57BL/6J) transgenic mice are generously provided by Dr. Thomas Kipps at the UC San Diego Moores Cancer Center. BALB/c mice expressing a floxed CTLA-4 gene (*Ctla4*^fl/fl^) were generously provided by Dr. Shimon Sakaguichi (Osaka University). Control mice (*Ctla4*^+/+^ *Cd19*^cre/+^) were obtained by mating CD19cre mice with BALB/c mice. To obtain the CTLA-4 B-cell CKO mice (*Ctla4*^fl/fl^ *Cd19*^cre/+^), *Ctla4*^fl/fl^ mice were bred with *Ctla4*^fl/+^ *Cd19*^cre/+^ F1 mice and their progenies are genotyped by PCR using primers that detect the mutant or WT allele of *Ctla4* and *Cd19* gene. Primer information is shown in Supplementary Table 6. To obtain the CTLA-4 B-cell CKO and heterozygous (*Ctla4*^fl/+^ *Cd19*^cre/+^) mice that express IgH^a^ allotype, mice blood was collected and analyzed by FACS using anti-IgM^b^-FITC (clone AF6-78, BD,cat#553520), anti-IgM^a^-PE(clone DS-1, BD, cat#553517). Mice were maintained on a 12h-light/dark cycle (light on at 7 am and off at 7 pm) and at the temperature of 68-79°F with 30–70% humidity in specific pathogen-free facilities. The animal care was conducted in accordance with the guidelines of Stanford Veterinary Service Center (VSC). All animal experiments were performed following the protocols approved by VSC.

### In vivo BrdU incorporation assay

Two or 3-month-old CTLA-4 B-cell CKO mice (*Ctla4*^fl/fl^ *Cd19*^cre/+^) or control mice (*Ctla4*^+/+^ *Cd19*^cre/+^) were fed with water containing 0.8 mg/ml BrdU and 1% sucrose for 6 days. Mice were then killed, spleen, and PerC cells were analyzed by FACS.

### In vivo antibody treatment

To deplete CD4^+^ T cells or block CD40 signaling in vivo, CTLA-4 B-cell CKO mice were i.p. injected with 100 μg of anti-mouse CD4 antibody (clone GK1.4, Biolegend) or anti-mouse CD40L (clone MR1, Biolegend), respectively, twice per week for 5 weeks. As control groups, age and gender-matched CTLA-4 B-cell CKO mice were injected with 100 μg of IgG isotype control antibody (clone SHG-1, Biolegend).

### IgH allotype-congenic chimeric mice

One-day-old newborn CB.17 (IgH^b^) mice were treated with 100 μg of anti-IgM^b^ monoclonal antibodies (clone AF6-78, Biolegend). The next day, anti-IgM^b^-treated mice were i.p. transferred with peritoneal or splenic B-1a cells from CTLA-4 B-cell CKO (*Ctla4*^fl/fl^ *Cd19*^cre/+^) or heterozygous mice (*Ctla4*^fl/+^ *Cd19*^cre/+^) that express IgH^a^ allotype. Anti-IgM^b^ antibody treatment continues for 6 weeks with twice injections (100 μg/time) per week. After the last antibody injection, recipients were rested for 2–3 months to allow the B-cell reconstitution and become B-cell chimeric animals.

### qRT-PCR

qRT-PCR was performed using CellsDirect One-Step qRT-PCR kit (ThermoFisher Scientific) following their instruction. In brief, phenotypically defined B-cell subsets were directly sorted into 96 wells containing lysis buffer and Superase-In (Ambion) with 10^3^ cells per well. The lysed samples were analyzed using TaqMan Gene Expression Assays with probes that detect the targeted genes (Applied Biosystems). *Ctla4*, Mm00486849_m1; *Plor2a*, Mm00839502_m1; *Bcl6*, Mm00477633_m1; *Aicda*, Mm00507774_m1. Real-time PCR is performed with 7900HT system (Stratagene MX3005).

### Mouse serum Ig analysis

Levels of total IgM, IgG, and IgE in sera were measured using Mouse IgM, IgG total, and IgE ELISA Ready-SET-Go kits (eBioscience). To measure the levels of IgG anti-dsDNA antibodies, sera were analyzed with an ELISA kit (LBIS, Japan) following the manufacturer’s protocol. To measure the IgE anti-dsDNA antibodies, we used the same kit except that an HRP-conjugated anti-mouse IgE (SouthernBiotech) was used. Levels of IgG anti-ANA antibodies were measured with a HEp-2 kit (Orgentec, Germany). The HEp-2 slides were incubated with mouse sera and stained with 1 μg/ml of Alexa488-goat anti-mouse IgG(H+L) (Life technologies). To measure anti-RF antibody levels, sera were analyzed with ELISA kit (LBIS, Japan) following the manufacture’s instruction. To measure the anti-glycan autoantibody level, carbohydrate antigens were dissolved in phosphate-buffered saline (PBS) and spotted onto SuperEpoxy 2 Protein slides (ArrayIt Corporation, Sunnyvale, CA) in triplicate for each antigen preparation using microarray printer PixSys 5500C (Cartesian Technologies, Irvine, CA). The printed microarray slides were then washed with PBS and blocked with 1% bovine serum albumin–PBS at RT for 30 min. They were then incubated with serum antibodies at 1:100 dilutions at RT for 1 hour followed by washing and then incubated with Cy5-tagged goat anti-mouse IgG (2.0 μg/ml) and Alexa594-tagged goat anti-mouse IgM (2.0 μg/ml) secondary antibodies at RT for 30 min. The stained slides were rinsed five times and spin-dried at room temperature before scanning for fluorescent signals. The ScanArray5000A Microarray Scanner (PerkinElmer Life Science) was used to scan the stained microarrays and the mean fluorescent intensities of each microspot were calculated using ScanArray Express software (version 4.0, PerkinElmer Life Science). Anti-glycan autoantibody profiles of each sample were graphically presented as overlay plots using JMP genomics statistical software (JMP^®^ Pro 14.1.0, SAS Institute) with the mean values of triplicate microspots of each antigen preparation in the *y* axis and corresponding autoantigen preparations in the *x* axis. Information of the glycan antigens in carbohydrate microarray is shown in Supplementary Table 7.

### FACS analysis and sorting

To obtain the thymocytes, the connective tissues attached to thymic lobes were carefully peeled off to remove the parathymic LNs. Single-cell suspension from the spleen, LN, peritoneal cavity and thymus was prepared. About 1.25 × 10^6^ cells were incubated with LIVE/DEAD Aqua (Invitrogen), washed, and incubated with unconjugated anti-CD16/CD32 (FcγRII/III) mAb (2.0 μg/ml) to block Fc-receptors. Cells were then stained on ice for 20 min with a “cocktail” of fluorochrome-conjugated antibodies. After washing, cells were stained with Streptavidin-Qdot 605 (Invitrogen). For intracellular staining, after the surface staining, cells were fixed and permeablized with Foxp3/transcription factor staining buffer set (cat#00-5523-00, ThermoFisher, Inc.), and then were stained with fluorochrome-conjugated antibodies. Each fluorochrome-conjugated antibody is used at 1:100 dilution in 200 μl staining volume. BrdU staining was performed using BrdU flow kit (BD Bioscience). Before staining thymic B cells, single-cell suspension cells from thymus were first enriched with B cells by negative selection using mouse pan-B-cell isolation kit (StemCell Technology). For FACS sorting of splenic B-1a cells, total splenic cells were enriched for B cells by negative selection using mouse pan-B-cell isolation kit (StemCell Technology). For FACS soring of PCs, splenic cells were first enriched for CD138^+^ B cells by positive selection using mouse CD138-positive selection kit (StemCell Technology). After the enrichment, cells were then stained with surface markers. Cells were analyzed or sorted on FACSAria IIu (BD Biosciences) at Stanford Shared FACS Facility. FACS data were required using FACS Diva Software (version 8.0, BD Bioscience) and analyzed using FlowJo (version 9.7, Treestar).

### Antibodies

Fluorochrome-conjugated antibodies include: anti-CD21-FITC (clone 7E9, Biolegend, cat#123408), anti-IAd-FITC(clone AMS-32.1, BD, cat#553547), anti-GL7-FITC (clone GL7, BD, cat553666), anti-IgMb-FITC (clone AF6-78, BD,cat#553520), anti-IgMa-BV785(clone DS-1, Biolegend, cat#743890), anti-CD43-PE (clone S11, Biolegend, cat#143206), anti-CD138-PE (clone 281-2, Biolegend, cat#142504), anti-CD267-APC (clone eBioBF10-3, eBioscience, cat#17-5942-82), anti-CD38-Alexa488 (clone 90, Biolegend, cat#102714), anti- H2-M-Alexa488 (clone 2E5A, BD, cat# 552405), anti-CD5-PE-Cy5 (clone 53-7.3, Biolegend, cat#100610), anti-CD19-PE-Cy5.5 (clone ID3, Invitrogen, cat#35-0193-82), anti-IgG1-PE-Cy7(clone RMG1-1, Biolegend, cat#406614), anti-ICOS-PE-Cy7(clone C398.4A, Biolegend, cat#313520), anti-CD150-PE-Cy7(clone TC150-12F12.2, Biolegend, cat#115913), anti-IgM-PE-Cy7(clone R6-60.2, BD,cat#552867), anti-B220-Alexa700(clone RA3-6B2, Biolegend, cat#103232), anti-CD3-Alexa700(clone 145-2C11, Biolegend, cat#100216), anti-IgM-APC (clone RMM1, Biolegend, cat#406509), anti-Bcl6-APC (clone 7D1, Biolegend, cat#648305), anti-Ki67-Alexa647 (clone 11F6, Biolegend, cat#151206), anti-CTLA-4-PE(clone UC10-4F10-11, BD, cat#553720), PE Hamster IgG1 isotype control (clone A19.3, BD, cat#553972), anti-CTLA-4-APC (clone UC10-4F10-11, BD, cat#564331) anti-Foxp3-APC (clone FJK-16S, eBioscience, cat#17-5773-80), anti-Foxp3-PE (clone FJK-16S, eBioscience, cat#12-5773-82), anti-IgD-APC-Cy7(clone 11-26c.2a, Biolegend, cat#405716), anti-CD4-APC-Cy7(clone GK1.5, BD,cat#552051), anti-CD23-biotin (clone, B3B4, Biolegend, cat#101604), anti-CD80-biotin (clone 16-10A, BD, cat#553767), anti-CD86-biotin (clone GL-1, Biolegend, cat#105004), anti-CD95-Qdot605 (clone SA367H8, Biolegend, cat#152612), anti-IgG1a-biotin (clone 10.9, BD, cat#553500), anti-IgG1b-biotin (clone B68.2, BD, cat#553533), anti-CXCR5-Brilliant BV605 (clone L138D7, Biolegend, cat#145513), anti-CD11b-PB (clone M1/70, Biolegend, cat#101224), anti-Gr-1-PB(clone RB6-8C5, Biolegend,ca#108430), anti-TCRαβ-PB(clone H57, Invitrogen,cat#HM3628), anti-CD11c-PB (clone N418, Biolegend, cat#117322), anti-CD3ε-PB (clone 145-2C11, Biolegend, cat#100334), anti-F4/80-PB (clone BM8, Biolegend, cat#123124), anti-CD279 (PD-1)-Brilliant violet 785 (clone 29F.1A12, Biolegend, cat#135225), anti-CD25-PE(clone 7D4, BD, cat#558642). LEAF purified anti-CD154 (clone MR1, Biolegend, cat#106508), anti-CD4 (clone GK1.5, Biolegend, cat#100442), IgG isotype control (clone SHG-1, Biolegend, cat#70647), anti-IgM^b^ (clone AF6-78, customer produced by Biolegend).

### Mouse IgH and TCRβ repertoire analysis

About 1–2 × 10^4^ of phenotypically defined B cells and T cells were sorted and RNA was extracted using RNeasy plus Micro Kits (Qiagen) following the manufacturer’s instructions. RNA sample was used for amplicon-rescued multiplex PCR using primers provided by iRepertoire following the procedures as described previously^12^. In brief, cDNA was reverse transcribed from total RNA sample using mixture of forward V_H_ and reverse C_H_ primers and reagents from the OneStep RT-PCR kit (Qiagen, Valencia, CA). The RT-PCR1 condition for BCR is: 50 °C, 60 min; 95 °C, 15 min; 94 °C, 30 s, 63 °C, 5 min, 72 °C, 45 s, for 10 cycles; 94 °C, 30 s, 72 °C, 3 min, for 10 cycles; 72 °C, 15 min. The RT-PCR1 condition for TCR is: 50 °C, 60 min; 95 °C, 15 min; 94 °C, 30 s, 60 °C, 5 min, 72 °C, 45 s, for 10 cycles; 94 °C, 30 s, 72 °C, 3 min, for 10 cycles; 72 °C, 15 min. After the first-round of RT-PCR, primers were removed by Exonuclease I digestion at 37 °C for 30 min (New England Biolabs, lpswich, MA). Then 2 µl of the first-round RT-PCR products were used as templates for the second round of amplification using communal primers and reagents from the Multiplex PCR kit (Qiagen). The second round PCR was performed as: 95 °C, 3 min; 94 °C, 30 s, 72 °C, 90 s, for 30 cycles; 72 °C, 15 min. About 400-bp long PCR products were run on 2% agarose gels and purified using a gel extraction kit (Qiagen). The IgH libraries were pooled and sequenced by Illumina paired-end sequencing (Illumina MiSeq platform). The sequence information for all primers used for the library preparation can be found in US Patent Office (US9012148).

Sequence reads were de-multiplexed according to barcode sequences at the 5′-end of reads from the IgH constant region. Reads were then trimmed according to their base qualities with a 2-base sliding window, if either quality value in this window is lower than 20, this sequence stretches from the window to 3′-end were trimmed out from the original read. Trimmed pair-end reads were joined together through overlapping alignment with a modified Needleman-Wunsch algorithm. If paired forward and reverse reads in the overlapping region were not perfectly matched, both forward and reverse reads were thrown out without further consideration. The merged reads were mapped using a Smith-Waterman algorithm to germline V, D, J, and C reference sequences downloaded from the IMGT website (Lefranc, 2003). To define the CDR3 region, the position of CDR3 boundaries of reference sequences from the IMGT database was migrated onto reads through mapping results and the resulting CDR3 regions were extracted and translated into amino acids.

The forward V_H_ primers used to amplify expressed IgH genes are located at the IgH framework region 2. To avoid primers interfering with the mutation analysis, the variable region stretching from the beginning of the CDR2 to the beginning to the CDR3 was examined for mismatches between the sequence read and the best-aligned germline reference sequence. To eliminate the impact of sequencing error on this calculation, only sequence reads with more than four copies were included in the mutation calculation.

D50 is a measurement of the diversity of an immune repertoire of J individuals (total number of CDR3s, Eq. (1)) composed of S distinct CDR3s in a ranked dominance configuration, where r_i_ is the abundance of the most abundant CDR3: r_1_ is the abundance of the most abundant CDR3, r_2_ is the abundance of the second most abundant CDR3, and so on. C is the minimum number of distinct CDR3s amounting to ≥50% total sequencing reads. D50 is given by Eq. (2)

1 $${\mathrm{Assume}}\,\,{\mathrm{that}}\;\underbrace {r_1 \ge r_2 \ldots \ge r_{i + 1} \ldots r_s}_s,\sum_{i = 1}^S {r_i = J}$$

2 $$if\sum_{i = 1}^C {r_i \ge J/2\;and\;} \sum_{i = 1}^{C - 1} {r_i\, <\, J/2,\;D50 = \frac{C}{S} \times 100}$$

To draw the TCRβ CDR3 tree-map for each sequencing sample, the entire rectangle is first divided into a set of rectangles with each rectangle corresponding to a distinct Vβ gene segment. The size of the individual rectangle is proportional to the relative frequency of sequence expressing a given Vβ gene. The rectangles are ordered based on area from large at the bottom right to small at the top left. Each Vβ rectangle is then further divided into a set of Vβ-Jβ rectangles with each rectangle corresponding to a distinct Vβ-Jβ combination. The size of the Vβ-Jβ rectangle is proportional to the relative frequency for a given Vβ-Jβ combination sequence. Vβ-Jβ rectangles are ordered based on area from large at the bottom right to small at the top left. Similarly, each Vβ-Jβ rectangles is further divided into a set of Vβ-Jβ-CDR3 rectangles with each rectangle representing a distinct Vβ-Jβ-CDR3 combination. The size of the particular Vβ-Jβ-CDR3 rectangle is proportional to the relative frequency for each Vβ-Jβ-CDR3 combination sequence. Therefore, each rectangle drawn in the map represents an individual CDR3 nucleotide sequence. In order to distinguish neighboring rectangles, corners of each rectangle are rounded and each rectangle are colored randomly.

### RNA-seq analysis

RNA was isolated from 1–3 × 10^5^ sorted cells using RNeasy plus Micro Kits (Qiagen), according to the manufacturer’s instructions. RNA concentration and integrity number were quantified by RNA quality control analysis conducted by Stanford Protein and Nucleic Acid Facility. About 30 ng of RNA per sample was used for preparing sequence library. In brief, ribosome RNA was removed from the RNA material using Ribo-zero magnetic gold kit (illumine). After the ribo-minus RNA was fragmented, cDNA was synthesized using superscript double-strand cDNA synthesis kit (Invitrogen). The cDNA samples were then end repaired, ligated with illumine adaptor using NEB next ultra II end repair/dA-tailing and ligation module (New England Biolabs), and amplified with illumine sequencing primer. The amplified cDNA libraries were sequenced by Illumina Hiseq 4000 at the Genome Sequencing Service Center by Stanford Center for Genomics and Personalized Medicine Sequencing.

We aligned RNA-seq reads to the mouse reference genome (mm9) using TopHat (version 2.0.13) with the transcript annotation supplied. Both the mouse reference genome and transcript annotation were downloaded from illumina iGenomes. We then assigned the mapped reads to gene using Python package HTseq (Python 2.7, HTseq version 0.6.0), with the default union-counting mode. To perform differential gene expression analysis, we applied DESeq2 R package (R 3.3.1, DEseq 2 version 1.12.4), with an adjusted *P* value of 0.05 as the cutoff. We performed gene set annotation enrichment analysis using The Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation tool web server. Terms with a false discovery rate (FDR) of 10% were considered significant. We then adapted GOPlot R package (version 1.0.2) to visualize the gene set annotation enrichment analysis results.

### Immunofluorescence confocal microscopy

Spleen was fixed in 4% paraformaldehyde for 2 h at 4 °C, then incubated in 10% and 20% sucrose sequentially at 4 °C for 30 mins. After incubation in 30% sucrose overnight, spleen was embedded in OCT compound (Lab-Tek Products, Naperville, IL). The frozen spleen was cut in 7 μm section. The cryo-sections were washed with PBS, blocked with normal rat serum and Fc block antibody (2.4G2 clone) for 1 h, and stained with fluorochrome-labeled antibodies. After washing with PBS, sections were stained with DAPI and mount using Fluoromount-G (Southern Biotech). Images were required with Leica SP5 confocal (Wetzlar, Germany) and analyzed by LAS AF 2.7.9723.3 software of Leica Microsystem.

### Statistics and reproducibility

Statistical analysis was performed suing JMP genomics statistical software (JMP^®^ Pro 14.1.0) (SAS Institute). Statistical comparisons between groups were performed using nonparametric Wilcoxon one-way test. The representative data shown in this study represents the result from at least four independent experiments with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

IgH and TCRβ sequence data sets generated in this study have been deposited at NCBI Sequence Read Archive (SRA) under the accession code RPJNA678122. The RNA-seq data set has been deposited at Gene Expression Omnibus (GEO) under the accession code GSE161409. All other data are available within the article and Supplementary information files, or from the corresponding authors on reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

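RNA-seq of sorted splenic B-1a cells of mice 2–3 months old was analysed, with 3 libraries of IgM hi B-1a cells from control mice, 2 libraries of IgM hi B-1a cells from CKO mice and 3 libraries of IgM neg B-1a cells from CKO mice. The authors prepared cDNA after removal of ribosomal RNA, sequenced it, aligned the reads to mm9 with TopHat2 2.0.13, counted reads per gene with HTSeq 0.6.0 in union mode and normalized the counts with DESeq2 1.12.4 in R 3.3.1. The deposited values are read as signal, in which the authors divided the reads of each library by 1 size factor. They were whole multiples of 1 step per library, within 0.01 read in 100% of values, so whole reads were recovered for the tests that need counts. The table holds 10783 genes, each with at least 61 reads over the 8 libraries, and immunoglobulin heavy chain constant genes such as *Ighm* were not analysed here. Names had turned into spreadsheet dates for 17 genes, which no named gene uses and which could not be matched to a list. The MHC class II list names *March1*, a symbol that can be read as a date, and 24 of its 26 genes were measured. Whether *March1* is among the 17 was not determined. Of the genes, 10480 (97.19%) were matched by name to the GENCODE vM1 annotation of mm9 for position, exon length and GC content. Whether counting was by strand is not stated in the text of the paper, so counts of genes that overlap on opposite strands are uncertain. Results for some genes are not reported here.

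Reads in genes ranged from 1404660 to 10289686 per library, with a median of 31 reads per gene in the shallowest library and 332 in the deepest. Genes at 0 reads were from 6 to 263 per library. Replicates differed by more than counting error, with a chi-square per gene of 10.7 to 121 between pairs of 1 group. Pearson correlations on the log2 scale were 0.937 to 0.974 between replicates. The sex of the mice and any pooling of mice are not stated in the text of the paper.

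In R 4.3.3, limma 3.58.1 was fitted to log2 of the normalized count plus 1 over 3 groups, with a trend and without robust estimation, for the 10627 genes with at least 10 normalized counts in at least 2 libraries. Each comparison was two-sided, with p adjusted by Benjamini-Hochberg over the genes tested and a threshold of 0.05. Fold changes are CKO IgM hi over control IgM hi, IgM neg over CKO IgM hi and IgM neg over control IgM hi B-1a cells. For 31 gene lists in 3 comparisons, camera with a preset correlation of 0.01 was used, and p was adjusted over the 93 tests. Of these, 30 passed, against 0 with an estimated correlation (10 at an unadjusted p under 0.05) and 1 with fry (23 at an unadjusted p under 0.05), the fall of the chromatin activation list in IgM neg against CKO IgM hi B-1a cells. While camera tests a list against the other genes, fry tests it against no change, and ranges over the settings hold both. Adjusted p printed beside a list median are from camera.

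The comparisons, the test, its threshold and its filter, the gene lists, the alternatives other than 5 named below, and the rule for naming genes were set before the data were examined. Genes named are those the text or Fig. 2d names for RNA-seq, whose values in these libraries the figure shows and whose names were read by eye from it; per comparison, up to 8 risen and 8 fallen genes with the largest log2 fold change among those called, with a mean of at least 50 normalized counts in the higher group and libraries that do not overlap; from each list described, up to 4 called members with the smallest p, or the 2 of highest mean level where fewer than 2 are called; and genes of the deletion, the sort and the surface phenotype. *Psmd4*, *Rbx1*, *Med4*, *Cd72*, *Lmo7* and *Lifr*, and the T-cell genes other than *Cd3g*, *Lck* and *Folr4*, fall outside this rule and were chosen after their values were seen.

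The mouse numbers 2 and 3 of CKO mice occur in both sorts and were taken to name the mouse, after *Xist* and Y-linked genes were checked. Control and CKO mice of the same number are different mice. The random block and the fit of the CKO libraries alone did not pair them. The fits with the number as a term put control and CKO libraries of the same number under a shared term, so their counts and calls rest on that tie too. The within-mouse correlation estimated by limma was 0.26. Alternatives were TMM, quantile and total scaling, pseudocounts of 0.5 and 5, no filter and a filter of 50 normalized counts, limma without trend, robust, with array weights or on the 2 groups compared, edgeR 4.0.16, DESeq2 1.42.0 and voom on the recovered reads, the mouse number as a term or a random block, removal of the trend on exon length and GC content (splines with 4 degrees of freedom), a log2 fold change of at least 1, and each library left out in turn. The 5 alternatives chosen after the data were seen were libraries thinned to 1404660 reads, genes of chromosomes X and Y left out, the sum of Y-linked genes as a covariate, control libraries 1 and 2 left out, and the mouse as a random block in the comparison of both CKO sorts with control. Lists were also set against 10000 random lists of genes matched on mean level, exon length and GC content, each gene drawn from its 50 nearest.

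The test was tried on simulated data with these depths and group sizes. Of genes changed 2-fold it called 70.1% in CKO IgM hi against control B-1a cells and 67.2% in IgM neg against CKO IgM hi B-1a cells, and of genes changed 1.5-fold 11.9% and 10.4%. Among 10581 simulated genes, 5 and 10 unchanged ones were called. The changed genes were drawn only from those with a mean of at least 50 normalized counts. The libraries were simulated as independent, without shared mice or trends on exon length, so these rates may not hold for the real libraries or for genes of fewer counts. FACS, repertoire and PCR data of the paper were not used here.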

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

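The tests of the MHC class II and proteasome lists against matched lists, of the shared libraries, of the positions of genes alike in both sorts and of T-cell genes were chosen after the result was seen.

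The median of the list of activating chromatin marks was higher in CKO IgM hi than in control IgM hi B-1a cells, with 1 of 63 genes called, and lower in IgM neg than in CKO IgM hi B-1a cells, with 30 called, while the medians of the proteasome and MHC class II lists were higher in IgM neg than in CKO IgM hi B-1a cells. The calls of lists are from camera, and with an estimated correlation none passed, with adjusted p = 0.431 in both comparisons of the chromatin list and 0.617 for each of the 2 others. Of the 24 MHC class II genes limma called none, with 9 higher and 2 lower at an unadjusted p under 0.05 and 4 called by DESeq2, 0 by edgeR and 1 by voom, and the list did not pass with the length and GC trend removed, its median going from 0.31 (SD over genes 0.36) to 0.25 (SD over genes 0.34, camera, adjusted p = 0.261), within 0.00202 to 0.617 over the settings. Longer transcripts of whatever function moved the same way as the chromatin genes, and a trend on exon length and GC content was weighed against a change of these programs by the deletion and the sort. The chromatin list had a median at percentile 99.98 of 10000 matched lists in CKO IgM hi against control cells. In IgM neg against CKO IgM hi cells it lay at percentile 0, and the proteasome list at percentile 100. The genes of a matched list are drawn independently, so a list whose genes vary together can lie outside whatever the cause. Histone genes, not called by camera between the CKO sorts (adjusted p = 0.671), lay at percentile 0 as well. These percentiles therefore do not decide whether the trend is the whole cause. With the trend removed, the chromatin medians were 0.14 and -0.25 and the proteasome median was 0.26. The level of the 2 shared CKO IgM hi libraries is argued against as the whole cause of the fall of the chromatin list. That list was lower in IgM neg than in control IgM hi B-1a cells as well (camera, adjusted p = 1.22e-06, adjusted p = 0.431 with an estimated correlation). Its median was -0.26 there and -0.62 between the CKO sorts, and how much of the fall comes from the shared libraries was not determined. With the length and GC trend removed, the median against control was -0.10 (SD over genes 0.27, camera, adjusted p = 0.0241), with none of the genes called. The rise of the MHC class II list lay at percentile 88.34, within the range of matched lists, but most of its median stayed when the trend was removed, so the trend on length and GC content stays open there and is not shown as its cause. Likewise, a shift of RNA quality that follows the groups stays open for part of every list.

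In IgM neg against control IgM hi B-1a cells, a comparison for which the text of the paper gives no count, 32 genes differed, 15 higher and 17 lower, and the 10 splits of 6 libraries are too few for a share under 0.05, with 1 gene as the highest of the other splits. The number was 15 without control library 1, 19 without control library 3, 19 without IgM neg library 2 and 45 without IgM neg library 1.

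Both CKO sorts taken together differed from control IgM hi B-1a cells in 11 genes, a signal that the paper does not discuss. They were *Arl2bp*, *C130026I21Rik*, *Slpi*, *Gpr176*, *Lmo7*, *Lifr* and *Gadd45g*, which were higher, and *Dnah8*, *Sfi1*, *Ctps2* and *Glo1*, which were lower. *Slpi* also differed between the CKO sorts (log2 fold change 2.03, adjusted p = 0.0311), and its CKO and control libraries overlap. With the mouse as a random block, since numbers 2 and 3 occur in both sorts, 10 genes were called, without *Lifr* and *Gadd45g* and with *Pirb*. Variants linked to the floxed *Ctla4* locus are argued against as the cause of most of them, since 9.09% of the 11 lie within 30 Mb of *Ctla4*, where 2.01% of tested genes lie. Variants between the parental genomes at several loci stay open, since control and CKO mice were bred separately and *Dnah8* and *Glo1* form 1 pair within 1 Mb, as many as in 1023 of 10000 random draws. An effect of the deletion common to both sorts stays open too and was not tested apart from the breeding.

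*Xist* had 2001 normalized counts in control IgM hi library 1, which also held 718 normalized counts of 4 Y-linked genes, so it stands apart from control libraries 2 and 3, with 33.5 and 3.97 of *Xist* and 1695 and 1691 of Y-linked genes.

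*Cd3g*, *Lck* and *Folr4* were higher in IgM neg B-1a cells, by 146, 364 and 521 normalized counts over the mean of the 5 IgM hi libraries. T cells carried over in the sort were weighed with T-cell genes taken to be low in B cells, *Cd247*, *Cd28*, *Tcf7*, *Il2ra* and *Foxp3*. Their median rise was -0.75% of that of *Cd3g*, which is the value of *Foxp3*. The Tfh cells that the paper finds in CKO spleens lack Foxp3, so this median does not speak against them. *Il2ra* fell from a level already present in the IgM hi libraries. *Cd247* and *Tcf7* go against T cells as the source of most of the rise, while *Cd28* goes the other way. *Cd247* changed by -2.37, *Foxp3* by -1.1, *Il2ra* by -13.8, *Tcf7* by 5.62 and *Cd28* by 26.9 normalized counts, the last being 18.45% of the rise of *Cd3g*. The paper's FACS gate in Fig. 5a takes CD3 neg cells. The list of 8 T-cell genes as a whole, which holds *Cd3g* and *Lck*, was higher in IgM neg than in control IgM hi cells (median 0.79, camera, adjusted p = 0.0136, adjusted p = 0.431 with an estimated correlation). T cells in the sort therefore stay open. Expression of *Cd3g*, *Lck* and *Folr4* by the IgM neg B-1a cells is a hypothesis that rests on the same libraries.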

How the results depend on the processing

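The settings with libraries thinned, with genes of chromosomes X and Y left out, with Y-linked genes as a covariate, without control libraries 1 and 2 and with the mouse as a random block for both CKO sorts taken together were chosen after the result was seen.

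Counts are given in the order CKO IgM hi over control IgM hi, IgM neg over CKO IgM hi and IgM neg over control IgM hi B-1a cells, with 19, 800 and 32 genes called by limma as reported, and 13 genes higher in the first and lower in the second. Where a count or a call changed, the cause was not tested unless it is named. Each count lay within 1.5 times the reported one with a pseudocount of 0.5, no filter, a filter of 50 normalized counts, TMM scaling, robust estimation, a fit of the 2 groups compared, thinned libraries, and chromosomes X and Y left out.

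Quantile normalization called 11 in the first comparison and 5 with both changes. Total scaling called 425 in the second, and a pseudocount of 5 called 51 in the third. limma without trend called 1, 0 and 7, with 0 having both changes. The second comparison then had 916 higher and 1357 lower genes at an unadjusted p under 0.05, where 1327 were called by DESeq2, 1109 by edgeR and 1543 by voom. Array weights called 146, 1379 and 90, with 108 having both changes. DESeq2 called 120, 1327 and 187 in 8 libraries (94 with both changes), and 162 in the first and 119 in the third comparison in fits of 2 groups (122 with both changes). edgeR gave 20 with both changes, and voom called 52 in the third comparison. At an unadjusted p under 0.01, 244 genes had both changes. A log2 fold change of at least 1 left 239 in the second and 19 in the third comparison, fewer by its construction.

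The mouse number as a term called 58, 1269 and 225, with 38 having both changes. This term also ties control libraries to CKO libraries of the same number, which come from different mice. The mouse as a random block called 1633 in the second comparison and the CKO libraries alone 2486. With the trend on length and GC content removed, 482 were called in the second and 75 in the third comparison, 6 with both changes. With the number as a term as well, 194 were called in the third, 7 with both changes. With Y-linked genes as a covariate, 33 were called in the first comparison and 25 had both changes. Without control libraries 1 and 2, 2 were called in the first and 9 in the third comparison, and 0 had both changes. With 1 control library left, the first comparison had 279 higher and 63 lower genes at an unadjusted p under 0.05, and this lone library is assumed to vary like the other groups.

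Lists are given with adjusted p of camera unless another test is named. In CKO IgM hi against control IgM hi cells, the BCR and PI3K list no longer passed with the length and GC trend removed (0.192), with the number as a term as well (0.186) and without control libraries 1 and 2 (0.117). In IgM neg against CKO IgM hi cells, the MHC class II list no longer passed with quantile normalization (0.117), the length and GC trend removed (0.261, with a median of 0.25 in place of 0.31) and the number as a term as well (0.169). The list of S phase, G2 and mitosis, not called between the CKO sorts as reported, passed with array weights (0.0162), CKO libraries alone (0.0237), the length and GC trend removed (0.0188), the number as a term as well (0.0322) and without control libraries 1 and 2 (0.0471). In CKO IgM hi against control IgM hi cells it no longer passed without control libraries 1 and 2 (0.647). The plasma cell list passed between the CKO sorts with the length and GC trend removed and the number as a term (0.0147). Over all settings these lists ranged over 0.000362 to 0.617, 0.00202 to 0.617, 0.00377 to 0.845, 3.27e-08 to 0.705 and 0.0147 to 0.784, in the order named.

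Of 93 list tests, 30 passed as reported, 0 with an estimated correlation (10 at an unadjusted p under 0.05) and 1 with fry. With an estimated correlation the adjusted p was 0.431 for the activating chromatin list in the first and second comparison, for JAK-STAT in the first and for BCR and PI3K in the second. It was 0.617 for BCR and PI3K in the first comparison, for MHC class II and the proteasome in the second and for plasma cells in the third, 0.445 for lysosomes in the second and 0.705 for S phase, G2 and mitosis in the first. With fry it was 0.0511 for the chromatin list in the first and BCR and PI3K in the second comparison, and 0.0199 for the chromatin list in the second. It was 0.138 for BCR and PI3K, 0.107 for JAK-STAT and 0.548 for S phase, G2 and mitosis in the first comparison. In the second it was 0.0761 for lysosomes, 0.201 for MHC class II and 0.123 for the proteasome, and 0.316 for plasma cells in the third. Over all settings, adjusted p ranged over 2.06e-15 to 0.431 and 1.20e-19 to 0.431 for the chromatin list in the first and second comparison, 6.18e-06 to 0.431 for BCR and PI3K in the second, 0.000199 to 0.431 for JAK-STAT, 0.00083 to 0.445 for lysosomes, 8.28e-10 to 0.617 for the proteasome and 6.18e-09 to 0.749 for plasma cells in the third.

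With 1 library left out at a time, the count was 3 to 30 in the first comparison (lowest without CKO IgM hi library 3, highest without control library 3), with 9 without control library 1, 6 without control library 2 and 6 without CKO IgM hi library 2. It was 40 to 934 in the second (lowest without CKO IgM hi library 3, highest without control library 2), with 271 without CKO IgM hi library 2 and 521 without IgM neg library 3. It was 15 to 45 in the third (lowest without control library 1, highest without IgM neg library 1), with 19 without control library 3 and as many without IgM neg library 2. Genes with both changes were 0 to 20 (lowest without CKO IgM hi library 3, highest without control library 3), and list tests passed 31 to 39. The lone CKO IgM hi library left in 2 of these fits is assumed to vary like the other groups. Adjusted p was 0.00202 to 0.147 for MHC class II (not passing without CKO IgM hi library 3 or IgM neg library 3), 0.034 to 0.449 for plasma cells (passing without IgM neg library 3) and 0.00377 to 0.833 for S phase, G2 and mitosis (passing without CKO IgM hi library 2, IgM neg library 1 or IgM neg library 3) between the CKO sorts. It was 1.60e-06 to 0.0524 for the latter list against control (not passing without CKO IgM hi library 3).

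Direction changed for few lists. In CKO IgM hi against control IgM hi cells this was so for the histone genes without control library 2 (0.0497), interferon genes without CKO IgM hi library 3 (0.00687) and immediate early genes without control library 3 (0.0148) or CKO IgM hi library 3 (0.0167). Without control libraries 1 and 2 it was so for cytosolic chaperones (0.0359), folding in the endoplasmic reticulum (5.31e-05) and plasma cells (0.00118). In IgM neg against control IgM hi cells without control libraries 1 and 2 it was so for folding in the endoplasmic reticulum (0.000381) and plasma cells (0.749). Over all settings these ranged over 0.000275 to 0.989, 0.000262 to 0.989, 3.33e-10 to 0.998, 0.0359 to 0.992, 1.71e-07 to 0.796 and 0.000295 to 0.856 in the first comparison and 1.10e-06 to 0.957 and 6.18e-09 to 0.749 in the third. With 1 library left out at a time, 0.000275 to 0.651 for histone genes, 0.000262 to 0.883 for interferon genes and 0.0148 to 0.985 for immediate early genes were found in the first comparison. For other lists, call and direction held in 1947 tests, with 91 calls gained and 87 lost. For named genes they held in 14923 tests, with 506 calls gained, 634 lost and 0 called changes reversed, and in the settings chosen later in 2227, with 30 gained and 62 lost.

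Every alternative was run. Thinning each library to 1404660 reads left 16, 648 and 25 genes called, of 9182 genes tested in place of 10627, so depth limits which genes of few reads can be tested.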

Differences from the paper's values

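No test chosen after the result was seen is used in this part except the settings marked as such. The paper gives an adjusted p of 0.05 as its cutoff in DESeq2, and the counts here use the same threshold.

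In CKO IgM hi against control IgM hi B-1a cells, limma called 19 genes, where the paper states about 130. Among the alternatives set before the data were examined, array weights (146), DESeq2 on all 8 libraries (120) and DESeq2 on the 2 groups (162) came within 1.5 times the paper's value. The others did not, with 1 for limma without trend, 18 and 24 for pseudocounts of 0.5 and 5, 19 without a filter, 25 with the filter of 50, 19, 11 and 20 for TMM, quantile and total scaling, 23 with robust estimation, 27 on the 2 groups, 27 for edgeR, 16 for voom, 58 and 19 with the mouse number as a term or a random block, 13 and 19 with the length and GC trend removed without and with that term, 14 with a log2 fold change of at least 1, and 3 to 30 with 1 library left out.

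In IgM neg against CKO IgM hi B-1a cells, limma called 800 genes, where the paper states about 1400. Array weights (1379), edgeR (1109), DESeq2 on 8 libraries (1327) and on 2 groups (1098), voom (1543), the mouse number as a term (1269), the mouse as a random block (1633) and the fit without control library 2 (934) came within 1.5 times the paper's value. The others did not. They gave 795 and 834 for the pseudocounts, 793 and 903 for the filters, 818, 833 and 425 for TMM, quantile and total scaling, 848 with robust estimation, 768 on the 2 groups, 482 and 562 with the length and GC trend removed without and with the number as a term, 2486 in the CKO libraries alone, 239 with a log2 fold change of at least 1, and 40 to 872 without a library other than control library 2. limma without trend called 0, with 916 higher and 1357 lower genes at an unadjusted p under 0.05.

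Fig. 2d shows genes as higher in CKO IgM hi than in control IgM hi B-1a cells. Of 56 such genes whose names were read by eye, 56 had a positive log2 fold change here, and limma called 11 of them, edgeR 16 and DESeq2 56 in either fit. The paper chose these genes on the same libraries and tested with DESeq2, so their direction and their DESeq2 calls are not independent evidence. Array weights called 52, the mouse number as a term 27, the filter of 50 16, a pseudocount of 5 15, the fit of 2 groups 15, robust estimation 14 and total scaling 12. Without control library 3, IgM neg library 1 and IgM neg library 2 the number was 17, 14 and 13, and the other settings set before the data were examined gave 1 to 11. The Y-linked covariate, chosen after the values were seen, called 19 and dropped 0 of the 11. The text names chromatin genes as raised in CKO IgM hi cells, and limma called only *Tet3* of the 7 described here. *Kmt2b*, *Setd1b*, *Ep300*, *Ep400*, *Kat6a* and *Kmt2d* were called with array weights and by DESeq2 in either fit. *Kmt2b* and *Kmt2d* were called with the mouse number as a term as well, and *Kmt2d* by edgeR, with the filter of 50 and on the 2 groups. *Kmt2d* was also called with a pseudocount of 5, with total scaling and without control library 3 or IgM neg library 1. Of the settings chosen after the values were seen, thinned libraries called *Kmt2d* and the Y-linked covariate called *Kmt2d* and *Kmt2b*, and thinned libraries dropped 6 of the 11 Fig. 2d genes. Without control libraries 1 and 2, 1 of the 56 was called, 10 of the 11 were dropped and *Tet3* was not called.

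The paper reports cell cycle and transcription genes as raised in CKO IgM hi cells. Its terms come from an enrichment test (DAVID) among called genes, while the lists here were set separately and tested as whole lists. The list of RNA polymerase II and Mediator need not hold the transcription activator genes of the paper. Lists that did not pass are therefore not a contradiction of its terms. The lists of the G1 phase (camera, adjusted p = 0.335) and of RNA polymerase II and Mediator (0.161) did not pass there, nor in any setting tried, while *Ccnd2* and *Polr2a* did. The list of S phase, G2 and mitosis had a median of 0.32 there, in the direction the paper reports (camera, adjusted p = 0.000176), and adjusted p = 0.705 with an estimated correlation (3.27e-08 to 0.705 over the settings). None of its genes were called, and the libraries of the 2 groups overlap. In median deviation from the mean of 8 libraries, control library 3 (0.15) lay above CKO IgM hi library 2 (0.06) (exact permutation test, two-sided, p = 0.3).

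The paper reports genes of H2-DM as higher in IgM neg than in IgM hi B-1a cells of CKO mice, and limma called none of the 3, with log2 fold changes of 0.37, 0.26 and 0.56 for *H2-DMa*, *H2-DMb1* and *H2-DMb2*. At an unadjusted p under 0.05, *H2-DMa* and *H2-DMb2* were higher. *H2-DMb2* was called by DESeq2 on 8 libraries (0.0274) and on 2 groups (0.0409), with the mouse as a random block (0.0403), in the CKO libraries alone (0.00107) and without IgM neg library 2 (0.0221), within 0.00107 to 0.334 over all settings. *H2-DMa* was called in the CKO libraries alone (0.00688, within 0.00688 to 0.585 over all settings), and no setting called *H2-DMb1*.

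The paper reports ubiquitin, protein folding and vesicle genes as higher in IgM neg B-1a cells. Its terms come from an enrichment test (DAVID) among the genes it called, while the lists here were set separately and tested as whole lists. The paper also names ubiquitin together with protease degradation, while the proteasome list is kept apart here. A list that did not pass is therefore not a contradiction of those terms. The ubiquitin list had 1 gene higher and 4 lower (camera, adjusted p = 0.306), and the list of folding in the endoplasmic reticulum 0 higher and 2 lower (0.714), with 5 higher and 8 lower at an unadjusted p under 0.05, and 0 higher and 3 lower by each of DESeq2, edgeR and voom. The endosome, Golgi and vesicle list had 9 higher and 6 lower (0.13). None of these 3 lists passed between the sorts in any setting tried, while the proteasome, lysosome and cytosolic chaperone lists did as reported. With an estimated correlation the proteasome, lysosome and cytosolic chaperone lists did not pass, with adjusted p = 0.617, 0.445 and 0.698, and the chaperone list did not with the length and GC trend removed (0.0516).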

Other observations

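No test in this part was chosen after the result was seen, apart from 4 settings, those with thinned libraries, chromosomes X and Y left out, the Y-linked covariate and control libraries 1 and 2 left out. The genes below differed between IgM neg B-1a cells of CKO mice and control IgM hi B-1a cells. *Cr2*, for complement receptors 1 and 2, fell from 992 ± 284 (SD, n = 3) to 392 ± 50.2 (SD, n = 3) normalized counts. *Cd36*, for a scavenger receptor of lipids, fell from 548 ± 126 to 190.1 ± 49.4 normalized counts, a log2 fold change of -1.53 (adjusted p = 0.0014). There were log2 fold changes of -2.67 (adjusted p = 0.0186) for *Pirb*, which encodes an inhibitory receptor of MHC class I, and -1.56 (adjusted p = 0.0195) for *S100a6*, which encodes a calcium-binding protein. They were -1.81 (adjusted p = 0.00777) for *Wnt10a*, which encodes a secreted WNT ligand, and -1.13 (adjusted p = 0.0431) for the immediate early gene *Egr1*. *Cd83*, for a surface protein that keeps MHC class II at the cell surface, rose by 0.82 on the log2 scale (adjusted p = 0.0136). *Slpi* went from 33.1 ± 33 to 349 ± 157 normalized counts.

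*Cr2*, *Cd36* and *Slpi* passed with each library left out in turn. *S100a6* did not without control library 1 (0.0891) or 2 (0.0684) or IgM neg library 1 (0.0537) or 2 (0.0639), and *Cd83* did not without control library 2 (0.0589) or 3 (0.0598) or IgM neg library 2 (0.0649) or 3 (0.0535). *Pirb* did not without control library 1 (0.06) or 3 (0.0801) or IgM neg library 1 (0.0537) or 3 (0.088), and *Wnt10a* did not without control library 1 (0.055) or 3 (0.0598). Of the fits with 1 library left out, *Egr1* passed only in that without control library 2. Over all settings the adjusted p ranged over 0.000299 to 0.534 for *S100a6*, 5.63e-06 to 0.313 for *Cd83*, 0.000169 to 0.27 for *Pirb*, 4.26e-06 to 0.163 for *Wnt10a* and 0.00298 to 0.498 for *Egr1*.

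Proteasome genes were higher in IgM neg than in control IgM hi B-1a cells too, with a median log2 fold change of 0.29 (camera, adjusted p = 1.10e-09) and adjusted p = 0.617 with an estimated correlation (1.33e-14 to 0.617 over the settings). Cytosolic and mitochondrial chaperones had a median of 0.30 (camera, adjusted p = 1.05e-06), and adjusted p = 0.617 with an estimated correlation (7.10e-10 to 0.617). limma called none of the 42 and none of the 43 genes, with 17 and 15 higher at an unadjusted p under 0.05, and 4 and 0 by DESeq2, 0 and 0 by edgeR and 1 and 0 by voom. In the same comparison, ribosomal protein genes had a median of 0.22 (camera, adjusted p = 0.00032) and oxidative phosphorylation genes 0.17 (camera, adjusted p = 0.00267). With an estimated correlation these 2 lists had adjusted p = 0.792 and 0.784. The ribosomal median was 0.02 with quantile normalization (camera, adjusted p = 0.988), and removal of the length and GC trend moved it from 0.22 (SD over genes 0.20) to 0.10 (SD over genes 0.22, camera, adjusted p = 0.184) and the respiratory one from 0.17 (SD over genes 0.20) to 0.04 (SD over genes 0.22, camera, adjusted p = 0.786). The ribosomal list did not pass either without control library 3 (0.0852) or IgM neg library 2 (0.323), within 2.06e-16 to 0.988 over the settings. The respiratory list did not pass either without control library 3 (0.325), IgM neg library 2 (0.32) or IgM neg library 3 (0.202), within 1.97e-11 to 0.81 over the settings.

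The identity of the cells was read from lists of markers. Marginal zone genes, among them *Cr2* and *S1pr3* (log2 fold change -0.87, adjusted p = 0.0106), had 5 of 16 genes lower between the CKO sorts, with a median of -0.12 (camera, adjusted p = 0.0631) and 0.0234 to 0.617 over the settings. Against control IgM hi cells the median was -0.09 (camera, adjusted p = 0.00267), and adjusted p = 0.431 with an estimated correlation (6.89e-05 to 0.431 over the settings) and 2 of 16 lower. They did not pass in CKO IgM hi against control IgM hi cells (camera, adjusted p = 0.602). Germinal center genes, among them *Cd83*, had a median of 0.24 (camera, adjusted p = 0.0377) in IgM neg against control IgM hi cells. This call was lost with an estimated correlation (0.617), the filter of 50 (0.307), array weights (0.0641), the mouse number as a term (0.0546), thinned libraries (0.39) and the Y-linked covariate (0.0586), and fry, which asks whether the list changed at all, gave 0.11. With the length and GC trend removed the median went from 0.24 (SD over genes 1.07) to 0.30 (SD over genes 1.04, camera, adjusted p = 0.0837). The call was lost too without control library 3 (0.0508), IgM neg library 1 (0.0715) or IgM neg library 3 (0.153), within 0.0055 to 0.617 over the settings. In the 2 other comparisons they had 0.994 and 0.126. The 8 T-cell genes measured had a median of 0.79 (camera, adjusted p = 0.0136) there, and adjusted p = 0.431 with an estimated correlation (0.000158 to 0.431 over the settings), and 0.861 and 0.133 in the others. Between the CKO sorts, the fit of the CKO libraries alone with the sorts paired by mouse gave 0.0216 for this list, within 0.00486 to 0.617 over the settings.

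In the order CKO IgM hi over control IgM hi, IgM neg over CKO IgM hi and IgM neg over control IgM hi cells, camera gave adjusted p of 0.162, 0.193 and 0.56 for 26 B-1a genes, 0.219, 0.93 and 0.281 for 16 follicular B cell genes, 0.524, 0.769 and 0.321 for 34 interferon genes and 0.517, 0.671 and 0.22 for 51 histone genes. Of the B-1a genes, 6 were lower and 2 higher between the CKO sorts, and without the length and GC trend the list passed there, its median going from -0.04 (SD over genes 0.63) to -0.23 (SD over genes 0.60, camera, adjusted p = 0.0139), and 0.015 with the number as a term too, within 0.0139 to 0.698 over the settings. Camera gave 0.994, 0.207 and 0.0878 for 29 immediate early and stress genes, 0.704, 0.994 and 0.714 for 16 myeloid genes, 0.461, 0.969 and 0.426 for 1 NK cell gene, 0.94, 0.426 and 0.22 for 2 erythroid genes and 0.245, 0.736 and 0.126 for 3 stromal genes. In the last comparison the immediate early and stress list passed with edgeR (0.00433), DESeq2 (0.00856), voom (0.000992), array weights (0.0141), thinned libraries (0.0442) and the Y-linked covariate (0.00783). It passed too without control library 1 (0.00714), control library 2 (0.00303), both of these (6.17e-11) or IgM neg library 2 (0.00404), and not without control library 3 (0.645) or IgM neg library 3 (0.516), nor with an estimated correlation (0.811), within 6.17e-11 to 0.811 over the settings. Myeloid and erythroid genes lay higher in IgM neg library 3, by 1.37 and 4.17 on the log2 scale over their mean in 8 libraries. Small nucleolar and other small RNA genes gave 0.704 and 0.082. In the second comparison the call changed with the number as a term (0.00106) and in the CKO libraries alone (6.18e-06). It did not change with the mouse as a random block (0.05055), within 6.18e-06 to 0.784 over the settings. In the last comparison these genes had a median of 0.36 (camera, adjusted p = 0.00307), with 0.705 with an estimated correlation, and did not pass without control library 3 (0.112) or IgM neg library 2 (0.187), within 2.50e-08 to 0.705 over the settings.

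The lists described at claims gave these values in the comparisons not yet reported. In CKO IgM hi against control IgM hi cells, folding in the endoplasmic reticulum had a median of -0.15 (camera, adjusted p = 0.0222), with 0.784 with an estimated correlation. It did not pass with total scaling (0.123), limma without trend (0.0753), array weights (0.452), voom (0.336), the mouse number as a term (0.0808) or the length and GC trend removed, where its median was -0.15 (SD over genes 0.26, camera, adjusted p = 0.0837), nor without control library 1 (0.625), control library 2 (0.308) or CKO IgM hi library 3 (0.146), within 1.71e-07 to 0.796 over the settings. Lysosomal genes had -0.10 (camera, adjusted p = 0.0226), with 0.617 with an estimated correlation. Their median was 0.04 with total scaling (0.0954) and -0.13 (SD over genes 0.28, camera, adjusted p = 0.0818) with the length and GC trend removed, and they did not pass with voom (0.0608), without control libraries 1 and 2 (0.266) or without control library 1 (0.0572), control library 2 (0.0508) or CKO IgM hi library 3 (0.162), within 0.00616 to 0.617 over the settings. There, adjusted p was 0.209 for the proteasome, 0.829 for cytosolic chaperones, 0.524 for ubiquitin, 0.426 for vesicles, 0.671 and 0.164 for MHC class I and II and 0.161 for plasma cells. In IgM neg against control IgM hi cells it was 0.119 for folding in the endoplasmic reticulum, 0.0513 for lysosomes, 0.427 for ubiquitin, 0.161 for vesicles, 0.119 and 0.0637 for MHC class I and II, 0.22 for repressive chromatin marks, 0.671 for RNA polymerase II and Mediator, 0.386 for the G1 phase, 0.353 for S phase, G2 and mitosis and 0.553 for JAK-STAT. The lysosomal value, near the threshold, was 0.0498 with the mouse as a random block, 0.617 with an estimated correlation and 0.183 with the length and GC trend removed.

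*Cd5* did not pass in any of the 3 comparisons. *Spn*, for CD43, rose by 0.85 (adjusted p = 0.0268) in IgM neg over CKO IgM hi cells. *Slamf1*, *Fas* and *Cd38*, for the surface markers CD150, CD95 and CD38, had log2 fold changes of 0.10 (adjusted p = 0.885), 0.54 (adjusted p = 0.664) and 0.00 (adjusted p = 0.994) between the CKO sorts. *Xist* and 4 Y-linked genes show libraries of both sexes in each group of CKO mice, with 5413 and 3.8 normalized counts of *Xist* in CKO IgM hi libraries 2 and 3 and 2604, 3584 and 10.6 in IgM neg libraries 1, 2 and 3.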
